# BMAL1 regulates tubular epithelial-derived exosomal miR-27a-3p to inhibit macrophage–myofibroblast transition and alleviate ischemia/reperfusion-induced renal fibrosis

**DOI:** 10.7150/thno.127538

**Published:** 2026-05-18

**Authors:** Wu Chen, Sheng Zhao, Songyuan Yang, Weimin Yu, Ting Rao, Xiangjun Zhou, Yuan Ruan, Fan Zou, Fan Cheng, Wei Li

**Keywords:** renal ischemia‒reperfusion injury, renal fibrosis, brain and muscle ARNT-like 1, exosomes, macrophage-to-myofibroblast transition

## Abstract

**Rationale:**

During ischemia‒reperfusion injury (IRI), *BMAL1* has been shown to alleviate inflammation and kidney damage. However, the function of the tubular epithelium–macrophage interaction mediated by *BMAL1* in IRI-induced renal fibrosis is still unclear.

**Methods:**

A mouse model of kidney-specific *BMAL1* overexpression was developed to study how *BMAL1* affects renal fibrosis, exosome production, and the macrophage-to-myofibroblast transition (MMT). The role of exosomes in the MMT and renal fibrosis was examined in both *in vitro* and *in vivo* studies using exosomes extracted from TCMK-1 cells. Exosomes from *BMAL1*-overexpressing TCMK-1 cells subjected to hypoxia–reoxygenation (H/R) were isolated and subjected to miRNA sequencing to identify key exosomal components. Exosomal *miR-27a-3p* regulation by *BMAL1* and its downstream effects on *TGFBR1/smad3* in macrophages were investigated using a variety of experimental methods. To assess the effect of exosomal *miR-27a-3p* on MMT and renal fibrosis, additional *in vitro* and *in vivo* investigations were conducted.

**Results:**

Renal IRI increased exosome secretion, promoted MMT, and exacerbated renal fibrosis, whereas *BMAL1* overexpression or *Rab27a* knockout significantly attenuated IRI-induced MMT and fibrotic progression. Exosomes derived from H/R-treated tubular epithelial cells further exacerbated MMT and renal fibrosis in an IRI model. Notably, tubular-specific overexpression of *BMAL1*, elevation of exosomal *miR-27a-3p* levels, or inhibition of exosome secretion significantly attenuated the progression of both MMT and fibrosis. Mechanistic studies demonstrated that *BMAL1* binds directly to the *miR-27a-3p* promoter region, enhancing transcription. Exosomal *miR-27a-3p* subsequently targets *TGFBR1* mRNA in macrophages, thereby suppressing the *TGFBR1/smad3* signaling pathway and ultimately attenuating MMT and renal fibrosis.

**Conclusions:**

*BMAL1* expression was suppressed in IRI, which promoted MMT and renal fibrosis via the exosomal* miR-27a-3p*–*TGFBR1/smad3* pathway. Targeting this signaling pathway may offer a potential therapeutic strategy for alleviating IRI-induced renal fibrosis.

## Introduction

One of the primary causes of acute kidney injury (AKI) is renal ischemia‒reperfusion injury (IRI), which frequently occurs in patients with shock, sepsis, kidney transplantation, or postoperative procedures. AKI is a significant risk factor for chronic kidney disease (CKD), which is associated with high morbidity and mortality and mostly presents as a significant decline in kidney function 1-3. One common pathological alteration that occurs as AKI progresses to CKD is renal fibrosis. Accordingly, how to delay and alleviate fibrosis has been the focus of CKD-related research.

Renal IRI involves numerous cellular and molecular changes. After kidney damage occurs, a range of bioactive substances released by renal tubular epithelial cells may promote interstitial fibrosis and inflammatory cell infiltration, which are thought to be essential for the development of kidney disease 4-6. Extracellular vesicles, such as exosomes, have been demonstrated in recent research to be essential bridges of intercellular communication. Exosomes are bilayer vesicles that range in diameter from 30 to 150 nm. They are abundant in proteins and nucleic acids, including circular RNAs, long noncoding RNAs (lncRNAs), and microRNAs (miRNAs) 7-10. According to recent research, exosomes can be secreted by nearly all cells under both physiological and pathological conditions. By delivering bioactive substances such as proteins and nucleic acids to target cells, exosomes can alter the genetic information and biological functions of the recipient cells 11, 12. Polyvesicular transport is involved in exosome secretion, and Rab guanosine triphosphatases, such as *Rab27a* and *Rab27b*, have been demonstrated to regulate this process 13. Recent studies have demonstrated that the development of several kidney diseases is significantly influenced by exosome-mediated communication among renal tubular epithelial cells, inflammatory cells, and fibroblasts 14-17.

MiRNAs are single-stranded noncoding RNAs that are involved in posttranscriptional gene regulation. Studies have shown that tubular epithelial-derived exosomal miRNAs can promote UIRI-induced renal fibrosis 18. Furthermore, *miR-27a-3p* plays a role in fibrosis development in multiple organs 19, 20, and its expression is significantly downregulated in AKI 21. However, how exosomal *miR-27a-3p* affects renal fibrosis induced by IRI is unknown.

The circadian clock is composed of two parts: a core component in the hypothalamic suprachiasmatic nucleus and an accessory circadian clock in peripheral tissues. As a transcriptional activator, brain and muscle ARNT-like 1 (*BMAL1*) plays important roles in ureteral obstruction-induced renal fibrosis by regulating the transcription of downstream genes 22, 23. Recently, Zhang *et al*. confirmed that *BMAL1* could regulate exosomal miRNAs in adipocytes 24. However, whether *BMAL1* plays a role in renal fibrosis by regulating exosomal miRNAs has not been determined.

Myofibroblasts (defined by alpha-SMA expression) are the major source of the collagen matrix that characterizes tissue fibrosis 25. A recent study revealed that macrophages can directly differentiate into *α-SMA*^+^ myofibroblasts, which then produce a collagen matrix in the injured kidney. This process, known as macrophage-to-myofibroblast transition (MMT), can lead to renal fibrosis 26-28. However, whether MMT is regulated by tubular epithelial-derived exosomes in renal IRI has not been studied.

In this study, we found that *BMAL1* regulated IRI-induced MMT and renal fibrosis by controlling the level of *miR-27a-3p* in tubular epithelial-derived exosomes. Our findings offer a new direction for alleviating or delaying renal fibrosis progression.

## Materials and Methods

### Animals

Male mice with Rab27a gene deletion (*Rab27a*^-/-^), weighing between 20 and 25 g, were purchased from Cyagen Biosciences (Guangzhou, China). Male C57BL/6 mice, weighing between 20 and 25 g, were obtained from Wuhan University's Center of Experimental Animals (Hubei, China). All the mice used were littermates. Following established protocols 29, a renal unilateral ischemia–reperfusion injury (UIRI) model was established by left renal pedicle clamping with a microvascular clamp followed by reperfusion. Renal blood flow was observed with a MOORFLPI-2 Laser Speckle Contrast Imager (Figure 1A). C57BL/6 mice were divided randomly into four experimental cohorts corresponding to different postoperative time intervals (7, 14, and 28 d following surgery: the sham, UIRI7d, UIRI14d, and UIRI28d groups). The treatment was given according to random group allocation, with only the primary researcher aware of the group allocations. The mice were euthanized at the final time point of the treatment, and the kidneys were collected for subsequent experiments.

To investigate the effects of *BMAL1*, C57BL/6 mice were injected with AAV9 (OBiO Tech, Shanghai, China) carrying the *BMAL1* gene with the KSP-cadherin promoter (AAV9-*BMAL1*) or the control virus (AAV9-*NC*) through the tail vein. After 30 days, the mice were subjected to UIRI.

To determine the function of the exosome contents, exosomes extracted from TCMK-1 cells treated with or without hypoxia–reoxygenation (H/R) were intravenously administered at 1, 4, 7, 10, and 13 days following UIRI (200 μg per mouse per time point). In addition, in accordance with the experimental design, TCMK-1 cells were subjected to different treatments prior to H/R (additional details are presented in the “cell culture and treatment” section).

To examine the function of macrophages in UIRI-induced renal fibrosis, mice were treated with commercially available clodronate liposomes (Clo-Lip) (YEASEN Biotechnology, Shanghai, China) to achieve systemic macrophage depletion. Briefly, 200 μL per mouse of Ctrl-Lip or Clo-Lip was injected through the tail vein 1 day before UIRI and every 3 days after UIRI (1 day before UIRI and 1, 4, 7, 10, and 13 days after UIRI).

The details of the animal experimental design are shown in Figures 2, 4 and 8. There were 6 mice in each group. Every experimental procedure was authorized by Wuhan University's Animal Experimental Ethics Committee (WDRM 20200308A). All procedures strictly followed the AVMA Guidelines for the Euthanasia of Animals and the Care and Use of Laboratory Animals. The ARRIVE reporting guidelines were used 30.

### Cell culture and treatment

Renal tubular epithelial cells from mice (TCMK-1; ATCC^®^ CCL-139^TM^; Beijing, China) were maintained in MEM/EBSS (HyClone, Cytiva) under standard culture conditions (37 °C, 5% CO_2_). To establish H/R conditions, TCMK-1 cells were initially cultivated for 24 h in medium devoid of exosomes in a three-gas incubator containing 94% N_2_, 5% CO_2_, and 1% O_2_. These cells subsequently underwent reoxygenation for 12 h in an environment containing 21% O_2_, 5% CO_2_, and 74% N_2_.

In accordance with the guidelines provided by the manufacturer, TCMK-1 cells were transfected with siRNAs (si-*NC*, si-*TGFβ1*, si-*Rab27a*, or si-*BMAL1*) using Lipofectamine 2000 (Thermo Fisher, China) to suppress the expression of *TGFβ1*, *Rab27a*, or *BMAL1*.

The lentiviral vector LV-*BMAL1* was used for lentiviral infection to achieve stable overexpression of *BMAL1*, while the empty vector LV-*NC* served as the control group. TCMK-1 cells were transfected with either *miR-27a-3p* mimics or inhibitors according to standard protocols to overexpress and inhibit *miR-27a-3p*, respectively. All of the inhibitors, mimics, lentiviral vectors, and siRNAs were acquired from OBiO Tech (Shanghai, China).

To obtain bone marrow-derived macrophages (BMDMs), researchers collected bone marrow cells from the tibias and femurs of 8-week-old C57BL/6 mice. These cells were then maintained for 7 d in RPMI 1640 culture medium supplemented with 10% FBS and macrophage colony-stimulating factor (M-CSF) at a concentration of 30 ng/mL (R&D Systems, Minneapolis, MN). Lipofectamine 2000 was used to transfect the BMDMs with si-*NC* or si-*TGFBR1* (OBiO Tech, Shanghai, China). For exosome uptake, BMDMs were exposed to exosomes (30 μg protein/mL) that had been purified from TCMK-1 cells for 48 h.

### Exosome isolation

The exosomes were separated by differential centrifugation at 4 °C. In short, the TCMK-1 medium supernatant was collected and centrifuged at 300×g for 10 min, 2000×g for 20 min, and 10,000×g for 30 min to eliminate the cells and debris. The supernatant was ultracentrifuged at 100,000×g for 2 h to isolate the exosomes (OptimaXE-100; Beckman). To eliminate contaminating proteins, the sample was resuspended in phosphate-buffered saline (PBS) and subjected to another ultracentrifugation cycle. The purified exosomes were subsequently resuspended in PBS and quantified for further research.

### Nanoparticle tracking analysis (NTA) of extracellular vesicles

The samples were subjected to NTA to assess the size and quantity of the extracted extracellular vesicles. In short, the samples were first diluted and then calibrated using polystyrene beads. Measurements were subsequently performed using a ZetaView PMX110 nanoparticle analyzer (Particle Metrix, Meerbusch, Germany).

### Transmission electron microscopy (TEM)

Renal tissue samples from mice were initially fixed in 2.5% glutaraldehyde solution, followed by treatment with 3% osmium tetroxide (OsO_4_) for 2 h. After sequential dehydration through ascending ethanol concentrations, the samples were sectioned into ultrathin slices (50–70 nm thickness). Following staining with uranyl acetate and lead citrate, ultrastructural examination was conducted using a Hitachi H7500 transmission electron microscope (Japan).

For extracellular vesicles, the collected samples were first fixed with a PBS solution containing 1% glutaraldehyde and subsequently applied onto specialized grids. After 10 min of uranyl acetate staining, the grids were observed using TEM.

### Labeling and tracking of exosomes

For *in vitro* experiments, TCMK-1-derived exosomes were first collected. The separated exosomes were then subjected to a 10-minute incubation with PKH26 dye (Umibio, China), followed by thorough washing with PBS to eliminate any residual unbound dye. Afterward, the BMDMs were exposed to the labeled exosomes (at a concentration of 3.5×10^7^ particles/mL) for a duration of 48 h.

For animal studies, isolated exosomes were counted and quantified before being incubated with DiR or DiD (Umibio, China) for 30 min. After the excess dye was removed through washing with PBS, the labeled exosomes were administered to the mice through tail vein injection. The biodistribution of these exosomes was then monitored using *in vivo* imaging.

### High-throughput miRNA sequencing

TCMK-1 cells infected with LV-*NC* or LV-*BMAL1* were treated with or without H/R, and exosomes from three groups of cells, namely, LV-*NC*-Exo, H/R-LV-*NC*-Exo and H/R-LV-*BMAL1*-Exo, were subsequently collected and purified. Wayen Biotechnology Company (Shanghai, China) then performed total exosomal RNA extraction (including the small RNA fraction), quality assessment, cDNA library preparation, and HiSeq/MiSeq sequencing.

### Western blot

Following standard experimental protocols, animal and cell samples were lysed for 30 min in ice-cold RIPA lysis solution (Beyotime, China) supplemented with phosphatase inhibitor cocktail (Beyotime, China) and 0.1 mM phenylmethylsulfonyl fluoride (Beyotime, China). Protein quantification was performed using a bicinchoninic acid assay kit (Beyotime, China). The protein samples were separated on 12% or 15% SDS‒PAGE gels before being electrotransferred onto PVDF membranes. These membranes were initially blocked with 5% skim milk, followed by overnight exposure to primary antibodies at 4 °C. After three thorough washing cycles were completed, the membranes were subjected to secondary antibody treatment (either goat-derived anti-mouse IgG or anti-rabbit IgG) for 60 min at room temperature. The protein bands were visualized using a ChemiDoc™ Touch Imaging System (Bio-Rad, USA) and subsequently analyzed with ImageJ software. The complete antibody information is provided in Supplementary Table S1.

### Chromatin immunoprecipitation (ChIP) assay

In summary, the experimental procedure involved sample preparation using a ChIP Assay Kit (Beyotime, China) following cell fixation with 1% formaldehyde. The protein‒DNA complexes were subjected to overnight incubation at 4 °C with specific antibodies. After elution, cross-link reversal, and purification, the isolated DNA was analyzed through both agarose gel electrophoresis and quantitative real-time PCR (qRT‒PCR). The primary antibodies employed in this study included IgG (1:50 dilution; #3900; Cell Signaling Technology) and anti-*BMAL1* (1:50 dilution; #14020; Cell Signaling Technology). The primers used for *BMAL1* binding site detection were as follows: forward, AGCCACTCTTAACCACTGAGTC; reverse, ACCAGGCCTTGGACAGTACTAT.

### qRT‒PCR analysis

Total RNA was isolated from biological specimens, including animal tissues and cultured cells, using TRIzol reagent. RNA was quantified with a NanoDrop (Thermo Fisher, China). To analyze mRNA expression, RNA samples were converted to cDNA using a reverse transcription kit (G3337-50; Servicebio). Gene expression was subsequently quantified through qRT‒PCR with SYBR Green qPCR Master Mix (G3325-01; Servicebio).

For miRNA analysis, exosomal miRNAs were initially purified with the SeraMir Exosome RNA Purification Kit (System Biosciences, USA). Afterward, the Bulge-Loop^TM^ miRNA qRT‒PCR Starter Kit was used for reverse transcription, followed by real-time fluorescence quantitative PCR with the miRNA forward and reverse primers. U6 small nuclear RNA functioned as the normalization control. All PCRs were conducted on a Roche Lightcycler 480II, with the primer sequences detailed in Table S2.

### Luciferase reporter assay

The* wild-type TGFBR1* 3' untranslated region (*WT TGFBR1* 3' UTR) containing the *miR-27a-3p* binding sequence, along with its mutated control (*Mut TGFBR1* 3' UTR), were amplified through polymerase chain reaction. These DNA fragments were subsequently inserted into the pMIR-REPORT plasmid to generate luciferase reporter constructs. BMDMs were transfected with either *miR-27a-3p* mimics or inhibitors alongside the reporter plasmids, and Lipofectamine 2000 was used as the transfection reagent. Following 36 h of incubation, cellular lysates were prepared, and their luciferase activity was quantified using a dual-luciferase detection system (Promega, Madison, WI, USA).

### Flow cytometry

Briefly, BMDMs subjected to various experimental conditions were fixed and permeabilized with a Fixation/Permeabilization Kit (554714; BD Biosciences). These cells were subsequently incubated with anti-*α-SMA* antibodies (NBP2-34522; Novus Biologicals) and anti-*F4/80* antibodies (F0995E; Elabscience). Following staining, the cells were collected and subjected to analysis via flow cytometry (Beckman Coulter Life Sciences, China). With respect to kidney samples from mice, single-cell suspensions were prepared and then exposed to anti-*F4/80* antibodies (11-4801-82; Invitrogen). A LIVE/DEAD™ Fixable Aqua Viability Kit (Cat. No. L34991) was used to distinguish and isolate living cells. The results were analyzed using FlowJo software (v.10.8.1).

### Histology and immunofluorescence staining

Animal and cell samples were prepared according to the usual protocol. Multiple staining techniques, including immunofluorescence, Sirius red, and Masson's trichrome staining, were used, and all the procedures were performed using established methods. TSA fluorescence kits (Servicebio, China) were used for multiplex immunofluorescence staining. Finally, a microscope (Olympus BX51) was used to acquire images. The complete antibody information is provided in Supplementary Table S3.

### Statistical analyses

The experimental data were analyzed using SPSS version 19.0, and the results are presented as the means ± standard. For comparisons involving multiple groups, we applied one-way ANOVA with subsequent Dunnett’s post hoc test. When differences between two groups were compared, Student’s t test was used. Statistical significance was established at a probability threshold of a p value less than 0.05.

## Results

### *BMAL1* is downregulated in IRI-induced renal fibrosis models accompanied by increased exosome secretion and MMT

First, we used immunofluorescence staining for macrophage (*F4/80*) and myofibroblast (*α-SMA*) markers to identify MMT cells at different times after UIRI modeling. The findings demonstrated that the quantity of MMT cells increased significantly with increasing time after UIRI, and the level of MMT was positively proportional to the extracellular matrix (ECM) protein deposition level and renal fibrosis (Figure 1B–H). In addition, macrophage depletion (using Clo-Lip) significantly inhibited IRI-induced MMT and renal fibrosis (Figure S1B–I). These findings suggested that the MMT had a significant effect on the progression of renal IRI-induced fibrosis.

The levels of five circadian rhythm genes (*BMAL1*, *CLOCK*, *PER1*, *DBP*, and *NR1D1*) in the kidneys of the UIRI14d group were then assessed by qPCR. We found that the expression of all five genes decreased and *BMAL1* exhibited the most substantial decrease (Figure 1I). Moreover, we detected significant downregulation of *BMAL1* expression at 6 h after IRI (Figure S1A). Western blotting, immunofluorescence, and TEM were utilized to further examine the function of BMAL1 and exosomes in renal IRI. TEM revealed that the number of extracellular vesicles increased significantly after IRI and was positively correlated with postoperative time (Figure 1J). Western blotting also confirmed that the exosome markers *TSG101* and* CD63* increased with postoperative time (Figure 1K, M, N). Interestingly, *BMAL1* expression was significantly downregulated during IRI, but its expression recovered with increasing postoperative time (Figure 1K, L). We found that this phenomenon occurs primarily in proximal tubule epithelial cells (Figure 1O–Q) by using the proximal tubule epithelial cell marker *AQP1* for localization. Furthermore, the expression of *BMAL1* in the remaining 7 cell types (glomerular mesangial cells, glomerular endothelial cells, glomerular podocytes, macrophages, neutrophils, fibroblasts, and collecting duct cells) in kidneys with IRI is displayed in Figure S2. These results confirmed that IRI promoted MMT and renal fibrosis, decreased *BMAL1* levels and increased exosome secretion in renal tubular epithelial cells.

### Overexpression of *BMAL1* alleviated renal IRI-induced MMT and fibrosis but did not affect the secretion of exosomes

To determine whether *BMAL1* regulates IRI-induced kidney fibrosis, a kidney-specific *BMAL1* overexpression system was used in mice (Figure 2A–C). Subsequently, the MMT and renal fibrosis levels of the mice subjected to UIRI were measured. The findings demonstrated that *BMAL1* overexpression significantly inhibited MMT and ECM protein deposition in UIRI mouse kidneys and ultimately alleviated renal fibrosis (Figure 2D–J). Adenovirus injection alone did not cause the above changes (Figure S3A–C). The association between *BMAL1* and exosomes was further investigated. Surprisingly, the results revealed that upregulation of *BMAL1* did not affect the release of exosomes (Figure 2K–P, Figure S4A–F). These findings led us to speculate that *BMAL1* might regulate MMT and renal fibrosis by regulating the contents of the exosomes.

### Inhibition of exosome release reduces MMT, ECM protein deposition and renal fibrosis

To clarify whether tubular epithelial-derived exosomes could influence MMT, we transfected TCMK-1 cells with *Rab27a* siRNA to inhibit exosome secretion and subsequently subjected the cells to H/R in exosome-free media. Exosomes were collected and incubated with mouse primary macrophage BMDMs for 48 h (Figure 3A). The majority of the released extracellular vesicles were identified by NTA and TEM as exosomes (based on vesicle diameter), as shown in Figure 3B and C. Furthermore, western blotting results indicated that the secretion of exosomes from TCMK-1 cells was increased by H/R, while the exosome number decreased significantly after the transfection of *Rab27a* siRNA (Figure 3D–F). We then labeled the exosomes with PKH-26, a lipophilic fluorescent dye that is used to trace exosomes, and incubated them for 48 h with BMDMs. Fluorescence microscopy was used to confirm that TCMK-1-derived exosomes were taken up by BMDMs (Figure 3G). Through flow cytometry, the percentage of MMT-positive cells among the BMDMs was determined. The findings demonstrated that treatment with exosomes derived from TCMK-1 cells subjected to H/R significantly promoted MMT (the *α-SMA*^+^*F4/80*^+^ cell ratio exceeded 20%) (Figure 3H, I). Additionally, greater accumulation of ECM proteins (collagen 1 and fibronectin) was detected in MMT cells (Figure 3J–L). Unsurprisingly, these effects were reversed after *Rab27a* siRNA transfection. To further investigate the relationship between exosomes and MMT and renal fibrosis *in vivo*, we constructed *Rab27a* knockout mice (*Rab27a*^-/-^) (Figure 3M, N). As expected, compared with wild-type (WT) mice, *Rab27a*^-/-^ mice exhibited lower MMT and renal fibrosis levels (Figure 3O–U). These results fully confirmed that exosomes from tubular cells can promote MMT and aggravate renal fibrosis during renal IRI.

Furthermore, studies have confirmed that *TGFβ1* mRNA carried by tubuloepithelial-derived exosomes can promote fibroblast activation under H/R conditions 31. To explore whether *TGFβ1* mRNA carried by exosomes is also the key to promoting MMT, we transfected TCMK-1 cells with *TGFβ1* siRNA before H/R treatment and collected exosomes for coincubation with BMDMs (Figure 3A). The qPCR results revealed that the *TGFβ1* mRNA level in TCMK-1-derived exosomes significantly increased after H/R, whereas transfection with *TGFβ1* siRNA decreased the exosomal *TGFβ1* mRNA level (Figure 3V). Moreover, western blot analysis indicated that reducing exosomal *TGFβ1* mRNA expression could inhibit *α-SMA* expression in BMDMs (Figure 3W, X). These results suggest that exosomal *TGFβ1* mRNA is a trigger of MMT.

### *BMAL1* overexpression mitigated tubular epithelial-derived exosome-induced MMT and renal fibrosis

Although the function of exosomes in mediating MMT and renal fibrosis has been clarified, the precise connection between *BMAL1* and exosomes in renal IRI remains unclear. Therefore, lentivirus was used to overexpress *BMAL1* in TCMK-1 cells. Exosomes under H/R conditions were subsequently collected and incubated with BMDMs, as shown in Figure 4A. Western blotting and NTA confirmed that prior *BMAL1* overexpression did not affect exosome secretion (Figure 4B–D, Figure S4G). Interestingly, following H/R, the *TGFβ1* mRNA level in exosomes derived from TCMK-1 cells was markedly elevated but was not changed by *BMAL1* overexpression (Figure 4E). However, compared with those in the H/R+LV-*NC* group, the MMT levels in the H/R+LV-*BMAL1* group were significantly lower, and these decreases were accompanied by decreased expression of fibronectin and collagen 1 (Figure 4F–J). These results indicated that *BMAL1* might play a role in renal IRI-induced fibrosis by influencing exosome contents but not by changing *TGFβ1* mRNA levels in exosomes.

To further clarify the role of *BMAL1 in vivo*, we collected four groups of exosomes secreted by TCMK-1 cells in equal amounts and injected them into the tail vein of IRI mice according to the scheme shown in Figure 4K. The exosomes were labeled with DiR, a lipophilic near-infrared fluorescent dye, and large amounts of exosomes taken up by the kidneys were observed via *in vivo* imaging. Interestingly, the uptake efficiency was greater in the left (I/R side) kidney (Figure 4L). We also labeled the exosomes with DiD. The flow cytometry results indicated that macrophages in the IRI kidneys could extensively take up DiD-labeled exosomes (*F4/80* and DiD double-positive cells) (Figure 4M). In addition, exosomes from the H/R-LV-*BMAL1* group significantly reduced MMT and ECM protein deposition in IRI kidneys and ultimately alleviated renal fibrosis (Figure 4N–T, Figure S5A–C).

### *BMAL1* inhibited MMT by upregulating *miR-27a-3p* levels in exosomes from TCMK-1 cells

As we demonstrated, *BMAL1* might mitigate MMT and renal fibrosis by influencing the contents of tubular epithelial-derived exosomes (not by changing the level of *TGFβ1* mRNA in exosomes). However, the critical content of these exosomes remains unknown. miRNAs are among the primary molecules transported by exosomes, and numerous studies have demonstrated their involvement in renal fibrosis development. Therefore, we collected exosomes from three groups of TCMK-1 cells, namely, LV-*NC*, H/R-LV-*NC* and H/R-LV-*BMAL1*, and performed miRNA sequencing. 

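The TCMK-1 cells, an established mouse line of renal tubular epithelial cells, carried a control lentivirus (LV-NC) or a lentivirus for BMAL1 (LV-BMAL1). The H/R groups spent 24 h at 1% O2 and then 12 h at 21% O2. Exosomal small RNA of the 3 groups was sequenced in 9 libraries, 3 for each of LV-NC, H/R-LV-NC and H/R-LV-BMAL1. The library kit labels each cDNA with a unique molecular identifier (UMI), so that PCR copies of one molecule are counted once. The LV-NC libraries held 980407, 977490 and 1147768 UMIs in miRNAs. The H/R-LV-NC libraries held 1342712, 807158 and 1447040 UMIs. The H/R-LV-BMAL1 libraries were deeper, with 3357851, 3606737 and 4057046 UMIs. Of the 1978 mature miRNAs listed, 1939 to 1977 had a UMI in a given library, and the 10 most abundant took 55.3% to 63.7% of the UMIs. miR-125b-5p, let-7c-5p, let-7b-5p, miR-16-5p and let-7f-5p had the highest mean levels. The miRNAs with a mean under 100 CPM took 3.38% to 3.79% of the UMIs in LV-NC, 3.48% to 6.63% in H/R-LV-NC and 1.99% to 4.30% in H/R-LV-BMAL1.
The authors deposited UMI counts and CPM for each mature miRNA, and the submitters' processing notes name cutadapt 2.7, Bowtie 1.3.0 and edgeR with no version. The genome build is not given in the sources used here. Of 1965 miRNAs listed with a position, 1904 lie inside a miRNA gene of GENCODE M21 (GRCm38) on the same strand, and positions are given on that build. From the UMI counts, 1682 miRNAs holding 99.9% of the UMIs were tested with edgeR's quasi-likelihood test, all 9 libraries in one fit, with Benjamini-Hochberg adjustment. The libraries were scaled by TMM, which takes most miRNAs as unchanged between libraries. Its factors were 1.03 to 1.07 in LV-NC, 1.05 to 1.72 in H/R-LV-NC and 0.558 to 0.94 in H/R-LV-BMAL1. Scaled to total UMIs instead, the median log2 fold change of all tested miRNAs shifted by 0.36 for H/R-LV-NC against LV-NC and by -0.83 for H/R-LV-BMAL1 against H/R-LV-NC. The library H/R-LV-BMAL1 1 stood farther from its group than the other libraries did, with an SD of its log2 deviations of 0.744 against 0.428 to 0.543. Nothing in the paper or the labels says whether the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

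**Figure D1:**
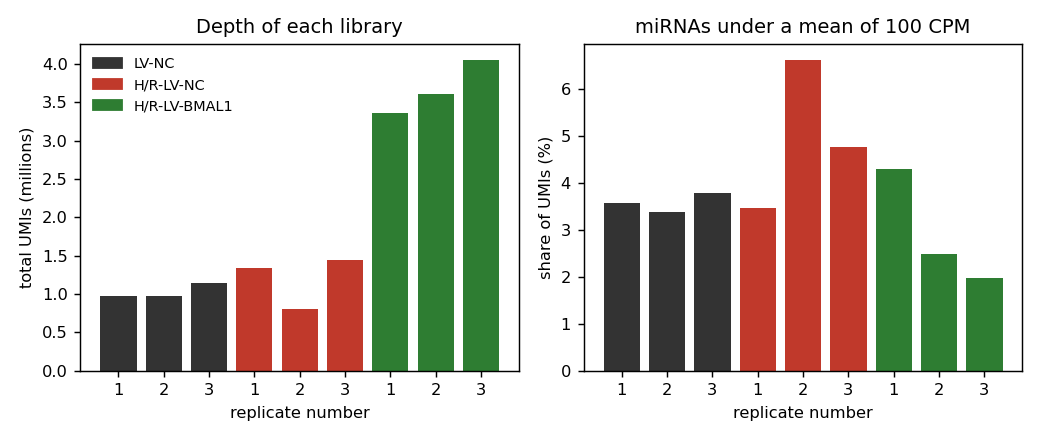
Total UMIs in miRNAs (left) and the share of UMIs in miRNAs with a mean under 100 CPM (right, percent), 1 bar for each library, coloured by group. The 3 H/R-LV-BMAL1 libraries hold 3357851 to 4057046 UMIs and the other libraries 807158 to 1447040.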

As shown in Figure 5A, a total of 59 miRNAs were differentially expressed in H/R-treated exosomes and regulated by *BMAL1*. 

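In H/R-LV-BMAL1 exosomes, 36 miRNAs rose and 4 fell against H/R-LV-NC exosomes at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 36 included abundant miRNAs with known roles in kidney injury. miR-21a-5p, which promotes renal fibrosis, rose from 16110 ± 3660 to 42350 ± 10100 CPM scaled by TMM (SD, n = 3). miR-155-5p, which drives inflammatory responses in macrophages, rose from 5651 ± 1560 to 16840 ± 4160 CPM scaled by TMM (SD, n = 3). miR-29a-3p, which represses collagen genes, rose from 5691 ± 2370 to 17010 ± 2000 CPM scaled by TMM (SD, n = 3).
Among the 36 miRNAs, the largest rise with a mean of at least 50 UMIs was that of miR-218-5p, with a log2 fold change of 2.04 (standard error 0.314, adjusted p = 0.0455 from edgeR). It is listed in the hairpin Mir218-2, whose other arm, miR-218-2-3p, had 0.18 (adjusted p = 0.774 from edgeR), or -0.60 with total UMIs. Both arms of the hairpin Mir195a were called, with miR-195a-3p at 1.77. miR-146b-5p rose by 2.02 on the log2 scale. miR-195a-5p and miR-497a-5p, which come from one cluster on chromosome 11, rose by 1.96 and 1.82. miR-29c-3p rose by 1.94 and miR-222-5p by 1.85. miR-767 fell by 1.76. The other 3 that fell were mmu-miR-468-5p, mmu-miR-7649-5p and mmu-miR-5124a, named after their values were seen, with log2 fold changes of -2.0, -1.80 and -1.48. The adjusted p was 0.0455 for 39 of the 40 miRNAs and 0.0459 for miR-219a-5p. miR-21a-5p lies on chromosome 11 from 86584120 to 86584141, in the miRNA gene Mir21a, and miR-155-5p on chromosome 16 from 84714143 to 84714165, in Mir155.
For H/R-LV-NC against LV-NC, edgeR's quasi-likelihood test called 0 miRNAs, and the smallest adjusted p was 0.645. At an unadjusted p under 0.05 there were 86 higher and 35 lower miRNAs, where 84 in all are expected by chance. The same comparison gave 0 calls with limma-voom and with edgeR's exact test. DESeq2 called 2, miR-210-3p and miR-341-3p, both higher. The 10 miRNAs named had the smallest p among those with a mean of at least 50 UMIs and groups that do not overlap. None of them passed with edgeR (adjusted p = 0.645 for each). Of these, 8 had higher values after H/R, with log2 fold changes of 0.82 (miR-6238) to 2.03 (miR-365-1-5p). They also include miR-7220-3p, miR-8101, miR-1929-3p, miR-5122 and miR-218-2-3p. The other 2, miR-8108 and miR-6412, had -1.71 and -1.45. The value of miR-365-1-5p leans on H/R-LV-NC 3, which held 58.1% of its summed CPM scaled by TMM. Its level after H/R was 86.1 ± 104 on that scale (SD, n = 3). miR-210-3p, the best known hypoxia-induced miRNA, had the smallest p, with 967 ± 263 CPM scaled by TMM after H/R and 378 ± 53.5 in LV-NC (SD, n = 3). Its log2 fold change was 1.35 (standard error 0.290, adjusted p = 0.645 from edgeR), and scaled to total UMIs it passed, at 1.64 (adjusted p = 0.00354 from edgeR). The same miRNA then rose by 1.34 in H/R-LV-BMAL1 exosomes, or by 0.52 with total UMIs. It lies on chromosome 7 from 141221407 to 141221428, in Mir210.
The miRNAs of 17 lists were compared with all other miRNAs by limma's camera. Of the 19 hypoxia-responsive miRNAs, 5 rose under BMAL1, namely miR-155-5p, miR-195a-5p, miR-210-3p, miR-26a-5p and miR-26b-5p (16 higher when adjusted over the list alone). Of 14 anti-fibrotic miRNAs, 6 rose, namely miR-26a-5p, miR-29a-3p, miR-29c-3p, miR-30a-5p, miR-30c-5p and miR-30e-5p (9 adjusted over the list alone). Of these, miR-29a-3p and miR-29c-3p differ by 1 base, as do miR-30a-5p and miR-30e-5p, so their counts may share reads. Of 12 pro-fibrotic miRNAs, 3 rose, namely miR-21a-5p, miR-34a-5p and miR-155-5p (7 adjusted over the list alone). Of 11 circadian-linked miRNAs, 5 rose, namely miR-27b-3p, miR-155-5p, miR-182-5p, miR-183-5p and miR-219a-5p (7 adjusted over the list alone). Of 13 kidney tubule miRNAs, the same 3 of the miR-30 family rose (9 adjusted over the list alone). In the let-7 family, which represses growth genes, 0 of 11 members passed over all miRNAs and 10 were higher when adjusted over the list alone, which depends on the scaling: with total UMIs let-7b-5p and let-7c-5p had log2 fold changes of -0.09 and 0.03. In the growth-promoting miR-17~92 family, miR-20a-5p alone of 14 rose (9 adjusted over the list alone). In the endothelial and mesenchymal list, miR-143-3p alone of 10 rose (8 adjusted over the list alone). This list holds miR-199a-3p and miR-199b-3p, which have the same mature sequence, as separate members. In the let-7 family some members differ by 1 base, such as let-7b-5p and let-7c-5p.
As groups, these 8 lists were higher in H/R-LV-BMAL1 exosomes than other miRNAs were, with adjusted p from 8.12e-11 (hypoxia-responsive) to 0.000122 (pro-fibrotic) at camera's preset correlation of 0.01. None of the 8 passed with an estimated correlation, where each had an adjusted p = 0.275. Their median log2 fold changes ran from 0.86 (let-7 family) to 1.31 (circadian-linked), or from 0.03 to 0.47 with total UMIs. All miRNAs at 1000 CPM and above had a median of 1.01 with TMM, and the lists were not compared with miRNAs of like abundance. After H/R the let-7 family was lower as a group, with a median log2 fold change of -0.41 (camera adjusted p = 0.00172, and adjusted p = 0.702 with an estimated correlation). The miR-17~92 family was also lower, at -0.32 (adjusted p = 0.00172, and adjusted p = 0.702 with an estimated correlation), as was the endothelial and mesenchymal list, at -0.26 (adjusted p = 0.0152, and adjusted p = 0.702 with an estimated correlation), and with total UMIs these 3 medians were -0.12, -0.02 and 0.04. The median of all miRNAs at 1000 CPM and above was also -0.26 after H/R with TMM. None of the members of the 3 passed when adjusted over the list alone, and without the library H/R-LV-NC 2 no list passed after H/R.
Scaled to total UMIs, the BMAL1 comparison gave 38 higher and 481 lower miRNAs, with 29 of the 36 still higher (miR-21a-5p by 0.54, miR-155-5p by 0.73 and miR-29a-3p by 0.80, while miR-222-5p and miR-219a-5p no longer passed), and scaled by RLE or by upper quartiles it gave 0, where the smallest adjusted p from edgeR were 0.0524 and 0.101 although the median log2 fold change of the 36 was 1.52 and 1.44, against 1.46 with TMM. Leaving out the library H/R-LV-BMAL1 1 gave 139 calls, and leaving out any one of the other 8 libraries gave 0. From these libraries the paper draws the heat map of Fig. 5A and states that the miRNAs in it differed after H/R and were regulated by BMAL1, and its statistics section sets a p under 0.05 in general, with no adjustment or test named for the sequencing.

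**Figure D2:**
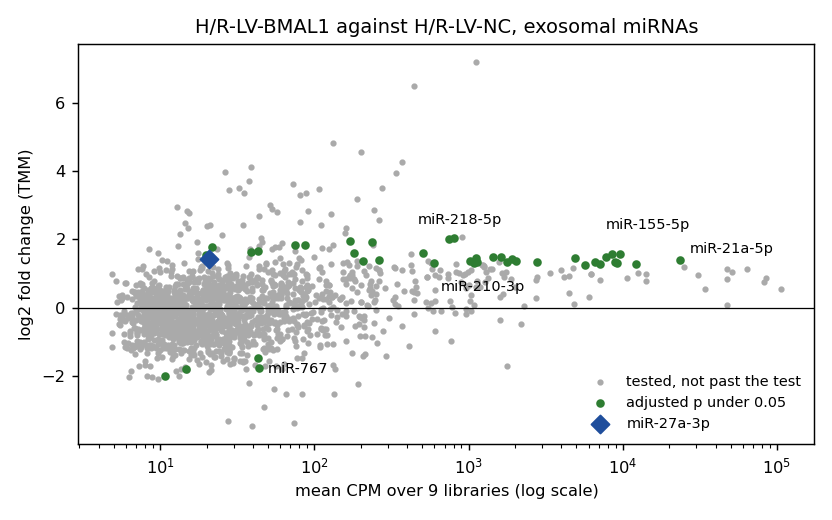
Log2 fold change of each tested exosomal miRNA in H/R-LV-BMAL1 against H/R-LV-NC, scaled by TMM, over its mean CPM in the 9 libraries (log scale), with green points for miRNAs at an adjusted p under 0.05 and a blue diamond for miR-27a-3p. The median log2 fold change is 1.01 for the 81 miRNAs at 1000 CPM and above and -0.21 for the 735 at 10 to 30 CPM, or 0.17 and -1.05 when scaled to total UMIs.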

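No exosomal miRNA was called both after H/R and under BMAL1 by edgeR's quasi-likelihood test at an adjusted p under 0.05, so the count in opposite directions was also 0 of 1682 tested. DESeq2 called 1 in both comparisons, miR-210-3p, which was higher in both, and limma-voom called 0. At an unadjusted p under 0.05, 52 miRNAs differed in both comparisons. Of these, 43 were higher after H/R and lower under BMAL1, 6 were lower after H/R and higher under BMAL1, and 3 moved one way.
Fig. 5A carries 59 miRNA labels, read by eye, of which 46 passed the filter on low counts. miR-155-5p and miR-210-3p were the only labelled miRNAs called under BMAL1. miR-155-5p had a log2 fold change of -0.68 after H/R (standard error 0.282, adjusted p = 0.645 from edgeR), against its rise under BMAL1. Of the 46, 38 had opposite signs in the 2 comparisons. At an unadjusted p under 0.05, 38 of the 46 differed after H/R, 40 under BMAL1 and 34 in both, 33 of these in opposite directions. The study chose the labels on these libraries, so their directions are not independent evidence.
Many of the labelled miRNAs were at low levels, with 40 of the 59 at a mean under 50 UMIs. For 17 of the 59, 1 library held at least 50% of the summed CPM scaled by TMM. miR-9-5p and miR-9-3p, which are best known from neural cells, are examples chosen after their values were seen. On the TMM scale the library H/R-LV-BMAL1 3 held 87.5% of the summed CPM of miR-9-5p and 84.0% of that of miR-9-3p. H/R-LV-NC 3 held 76.2% of miR-344-5p and H/R-LV-NC 2 held 78.0% of miR-6952-5p. Among tested miRNAs, 14 of the 46 labelled ones had such a library, as had 4.04% of all 1682.
Both comparisons contain the H/R-LV-NC libraries with opposite signs, so chance values there push a miRNA in opposite directions. In 100 simulated series with no effect, 7 to 29 miRNAs (median 16.5) moved in opposite directions at an unadjusted p under 0.05, beside the 49 observed. Those series held 53 to 96 miRNAs past that p under BMAL1, against 468 in the data, so their maximum is no bound. Of 100 regroupings of the 9 libraries, the real one included, 34 gave at least 49, so chance is not excluded. Independent lists of the observed sizes would share 11.7 miRNAs higher after H/R and lower under BMAL1 and 4.99 in the opposite arrangement. The comparisons are not independent, since they share the H/R-LV-NC libraries. Across miRNAs, which are not independent replicates, the 2 sets of log2 fold changes had a Pearson r of -0.284, weaker than in every simulated series (median -0.496, range -0.558 to -0.451). Their covariance of -0.169 was stronger than in every series (median -0.142, range -0.163 to -0.121), with a difference of -0.03 from the median. The simulated miRNAs were drawn independently of each other and held no effect of BMAL1, so these ranges are no bound either. With 3 libraries the shared group cannot be divided, so part of any excess over these values can come from it. When each library was left out in turn, an alternative chosen after seeing the data, the 49 became 97 without H/R-LV-NC 1, 31 without H/R-LV-BMAL1 2 and 30 without H/R-LV-BMAL1 3, and 33 to 62 without each of the others.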

A total of 50 miRNAs whose expression levels were reversed after *BMAL1* was overexpressed were identified. 

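miR-27a-3p was counted at 27.3 ± 6.88 CPM scaled by TMM (SD, n = 3) in LV-NC exosomes, 10.7 ± 4.58 CPM in H/R-LV-NC exosomes and 29.0 ± 11.4 CPM in H/R-LV-BMAL1 exosomes. In the paper this miRNA acts on TGFBR1, a receptor for the pro-fibrotic factor TGF-β. Its level after H/R was 0.398 times that in LV-NC (95% confidence interval 0.202 to 0.782), and under BMAL1 it was 2.67 times that in H/R-LV-NC (1.38 to 5.16). Neither difference passed the adjusted test over all miRNAs. Its level in H/R-LV-BMAL1 was 1.06 times that in LV-NC (0.564 to 2.00), and the log2 fold change of 0.09 turns to -0.49 when scaled to total UMIs.
The log2 fold change of miR-27a-3p was -1.33 after H/R (standard error 0.445, adjusted p = 0.645 from edgeR's quasi-likelihood test). Under BMAL1 it was 1.42 (standard error 0.433, adjusted p = 0.081 from the same test). The unadjusted p were 0.012 and 0.00723. Every H/R-LV-NC library lay below every library of the other 2 groups on the TMM scale, with a two-sided exact permutation p of 0.1 in each comparison, the smallest that 3 libraries against 3 allow. Scaled to total UMIs, the log2 fold changes after H/R and under BMAL1 were -1.05 and 0.56, and the exact permutation p under BMAL1 was 0.2.
The counts behind these values were small. miR-27a-3p had 33, 30 and 24 UMIs in the LV-NC libraries, 16, 8 and 27 in the H/R-LV-NC libraries and 53, 82 and 89 in the H/R-LV-BMAL1 libraries. It exceeded 13.0% to 73.9% of the 1978 miRNAs, depending on the library. The median miRNA had 16, 16 and 20 UMIs in LV-NC, 23, 26 and 32 in H/R-LV-NC and 49, 40 and 33 in H/R-LV-BMAL1. miR-27a-3p lay below this median in every H/R-LV-NC library and above it in every library of the other groups.
miR-27a-3p lies on chromosome 8 of GRCm38 from 84208727 to 84208747 on the plus strand, in the miRNA gene Mir27a (84208672 to 84208758), between Mir23a and Mir24-2. From the same hairpin, miR-27a-5p had 64 to 108 UMIs in LV-NC, 83 to 179 in H/R-LV-NC and 266 to 406 in H/R-LV-BMAL1. Its log2 fold change under BMAL1 was 0.86 (adjusted p = 0.159 from edgeR), and -0.05 (adjusted p = 0.898) when scaled to total UMIs. Of the 6 members of the miR-23a/27a/24-2 cluster, 0 passed under BMAL1 over all miRNAs (4 higher and 1 lower when adjusted over the list alone). miR-23a-3p and miR-24-3p had log2 fold changes of 1.17 (adjusted p = 0.0607) and 1.11 (adjusted p = 0.0682), and miR-24-2-5p had -1.22 (adjusted p = 0.0759), all from edgeR. Scaled to total UMIs, these 3 had 0.33, 0.28 and -2.09, and miR-24-2-5p passed (adjusted p = 0.0164 from edgeR). miR-24-3p is counted for both clusters, with its listed position on chromosome 13 in Mir24-1, so its value cannot be credited to the miR-27a cluster. After H/R, 0 of the 6 passed with either adjustment. As a group, the cluster had an adjusted p = 0.0602 from camera under BMAL1 and 0.0641 after H/R. With an estimated correlation camera gave an adjusted p = 0.293 and 0.702. Its median log2 fold changes were 0.99 and -0.33, or 0.115 and -0.05 with total UMIs.
The paralog miR-27b-3p, on chromosome 13 from 63300760 to 63300780, in Mir27b within the protein-coding gene 2010111I01Rik, rose by 1.34 under BMAL1 (adjusted p = 0.0455 from edgeR), from 1864 ± 470 to 4707 ± 1550 CPM scaled by TMM (SD, n = 3). The mature sequences are UUCACAGUGGCUAAGUUCCGC for miR-27a-3p and UUCACAGUGGCUAAGUUCUGC for miR-27b-3p. They differ by C19U, counted from 1 at the 5′ end, so reads of either can be assigned to the other. miR-27a-3p held 0.78% to 1.21% as many UMIs as miR-27b-3p in LV-NC, 0.429% to 0.755% in H/R-LV-NC and 0.5% to 0.71% in H/R-LV-BMAL1. The ranges of the 2 H/R groups overlap. A rise of miR-27a-3p under BMAL1 therefore cannot be told apart from reads of miR-27b-3p counted as miR-27a-3p. Of the 6 members of the miR-23b/27b/24-1 cluster, miR-27b-3p alone rose (3 higher adjusted over the list alone). With total UMIs miR-27b-3p rose by 0.47 (adjusted p = 0.0164 from edgeR). As a group, the cluster was higher under BMAL1 than other miRNAs (camera adjusted p = 0.0146, and adjusted p = 0.293 with an estimated correlation) and lower after H/R (adjusted p = 0.00707, and adjusted p = 0.702 with an estimated correlation). Its median log2 fold changes were 0.82 and -0.44, or 0.02 and -0.16 with total UMIs.
DESeq2 called miR-27a-3p under BMAL1 (adjusted p = 0.0122), as did edgeR's quasi-likelihood test without the library H/R-LV-BMAL1 1 (adjusted p = 0.0276), and for miR-27a-3p after BMAL1 the adjusted p ranged from 0.0122 to 0.249 over the alternatives.

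**Figure D3:**
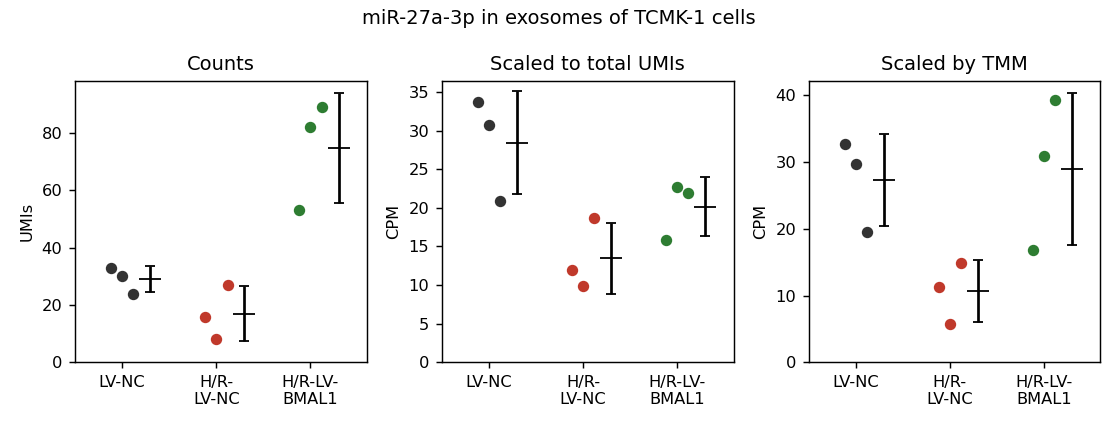
miR-27a-3p in each exosome library as UMIs (left), as CPM of the total UMIs (centre) and as CPM scaled by TMM (right), with the mean and SD of 3 libraries beside the points. On the TMM scale the H/R-LV-NC mean is 10.7 CPM, against 27.3 in LV-NC and 29.0 in H/R-LV-BMAL1.

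**Figure D4:**
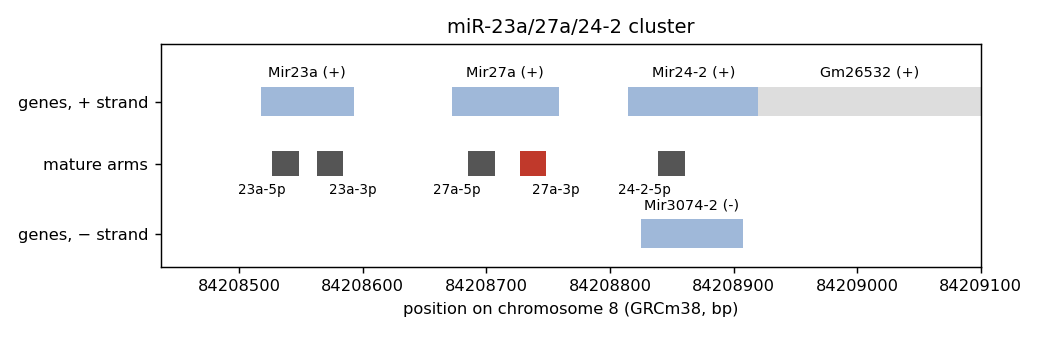
Map of the miR-23a/27a/24-2 cluster on chromosome 8 (GRCm38, base pairs), with miRNA genes in blue, the start of the lincRNA gene Gm26532 in grey, mature arms in dark grey and miR-27a-3p in red. miR-27a-3p lies from 84208727 to 84208747.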

After screening and filtering, we identified *miR-27a-3p* for further study. We verified that H/R treatment significantly reduced exosomal *miR-27a-3p* levels, whereas overexpression of *BMAL1* led to a surprising increase in *miR-27a-3p* levels in both cells and exosomes (Figure 5B). Furthermore, transfection with si-*BMAL1* significantly reduced the *miR-27a-3p* level in both TCMK-1 cells and exosomes, whereas transfection with *miR-27a-3p* mimics significantly reversed these changes (Figure S6C).

According to the transcription factor prediction database (http://jaspar.genereg.net) analysis, a predicted *BMAL1* binding sequence was found in the *miR-27a-3p* promoter region (Figure 5C). The binding of *BMAL1* to the promoter region was subsequently confirmed by chromatin immunoprecipitation (ChIP) assays (Figure 5D). These findings suggested that *BMAL1* directly bound to the *miR-27a-3p* promoter to increase *miR-27a-3p* transcription. *MiR-27a-3p* mimics or inhibitors were transfected into TCMK-1 cells to either overexpress or inhibit exosomal *miR-27a-3p* to validate its function. The effectiveness of the transfection was confirmed by qPCR (Figure 5E, F). Exosomes from eight different groups of TCMK-1 cells were subsequently collected to stimulate BMDMs. Immunofluorescence staining and flow cytometry demonstrated that the MMT, collagen 1 and fibronectin levels of BMDMs decreased significantly when they were stimulated with exosomes derived from TCMK-1 cells treated with *miR-27a-3p* mimics. Similarly, the MMT, collagen 1 and fibronectin levels of BMDMs significantly increased when they were stimulated with exosomes from TCMK-1 cells treated with *miR-27a-3p* inhibitors. However, following *BMAL1* overexpression, the effect of the *miR-27a-3p* inhibitor was markedly reversed (Figure 5G–I, Figure S6A, B). These findings demonstrate that under H/R conditions, *BMAL1* exerts a regulatory effect on MMT by regulating the *miR-27a-3p* level in exosomes from tubular epithelial cells.

### *TGFBR1* is a direct target of exosomal *miR-27a-3p*

The potential target genes of *miR-27a-3p* were predicted using TargetScan, miRDB, starBase, and miRTarBase. By combining the outputs of the four databases, we were able to identify a total of 13 potential target genes (Figure 6A). GO enrichment analysis revealed that the functions of these 13 genes were enriched in “positive regulation of SMAD protein import into the nucleus” and “positive regulation of pathway-restricted SMAD protein phosphorylation” (Figure 6B). Therefore, we focused our research on *TGFBR1*.

The 3'-untranslated region (3' UTR) of the *TGFBR1* gene was predicted by TargetScan to be the conserved binding site of *miR-27a-3p*, and a luciferase reporter assay verified that *TGFBR1* is a target gene of* miR-27a-3p* (Figure 6C–D). To confirm the regulatory effect of *miR-27a-3p* on *TGFBR1*, the levels of *TGFBR1* and *smad3*, as well as their phosphorylation in BMDMs, were investigated using western blotting. Not surprisingly, *P-TGFBR1/TGFBR1* and* P-smad3/smad3* expression was significantly reduced when BMDMs were stimulated with exosomes secreted by TCMK-1 cells treated with *miR-27a-3p* mimics. In addition, the *P-TGFBR1/TGFBR1* and *P-smad3/smad3* ratios significantly increased when BMDMs were stimulated with exosomes from TCMK-1 cells treated with *miR-27a-3p* inhibitors. However, following the overexpression of *BMAL1*, these changes induced by the *miR-27a-3p* inhibitor were partially reversed (Figure 6E, F). These results suggested that *miR-27a-3p* from renal tubule-derived exosomes directly targeted *TGFBR1* in BMDMs and inhibited *smad3* phosphorylation.

### Renal tubular epithelial cell-derived exosomal *miR-27a-3p* regulated MMT through the *TGFBR1/smad3* pathway *in vitro* during H/R

To further confirm whether *TGFBR1* is the main downstream pathway of exosomal *miR-27a-3p*-mediated MMT, we transfected BMDMs with *TGFBR1* siRNA prior to applying TCMK-1 cell-derived exosomes (Figure 7A). Western blot analysis confirmed the silencing efficiency of the *TGFBR1* siRNA. In addition, *TGFBR1* siRNA transfection significantly reversed the increase in *P-TGFBR1/TGFBR1* and *P-smad3/smad3* induced by the exosomes from TCMK-1 cells treated with the *miR-27a-3p* inhibitor (Figure 7B–D). Not surprisingly, the flow cytometry results also revealed that the MMT induced by the exosomes from TCMK-1 cells treated with the *miR-27a-3p* inhibitor was reversed after *TGFBR1* inhibition (Figure 7E, F). Immunofluorescence staining also revealed that the expression of collagen 1 and fibronectin decreased along with exosome-mediated MMT inhibition by *TGFBR1* siRNA (Figure 7G–I). These results confirmed that under H/R conditions, the inhibition of MMT by *miR-27a-3p* from renal tubular epithelial-derived exosomes was achieved through the targeting of *TGFBR1*.

### An increase in renal tubular epithelial cell-derived exosomal *miR-27a-3p* inhibited IRI-induced MMT, ECM protein deposition and renal fibrosis

As shown in Figure 8A, we injected H/R-Exos into UIRI14d mice to investigate the function of exosomal *miR-27a-3p* from TCMK-1 cells *in vivo*. The results confirmed that the injection of exosomes from TCMK-1 cells treated with *miR-27a-3p* mimics decreased *P-TGFBR1/TGFBR1* and *P-smad3/smad3* levels (Figure 8B–D). Histological staining further confirmed that the injection of exosomes from TCMK-1 cells treated with *miR-27a-3p* mimics significantly inhibited renal MMT and ECM protein deposition, thus alleviating renal fibrosis (Figure 8E–K).

## Discussion

Renal tubular epithelial cells are susceptible to harm from toxic substances, hydronephrosis, and ischemia 32-35. In AKI, extensive and complex crosstalk between renal tubular epithelial cells and stromal cells (including endothelial cells, fibroblasts, and immune cells) plays a significant role in the progression of injury and kidney recovery 36-39. In this study, we found that the number of exosomes released from stressed renal tubular epithelial cells increased significantly during IRI. These morbid exosomes can promote MMT, which directly leads to renal fibrosis, and we confirmed that *BMAL1* could mitigate this exosome-mediated MMT and fibrosis. We further revealed that *BMAL1* inhibited MMT by upregulating exosomal *miR-27a-3p,* which could impair *TGFβ1*-mediated *TGFBR1/smad3* pathway activation. Our findings offer new insights into how *BMAL1* regulates exosome-mediated epithelial and macrophage communication in renal IRI-induced MMT and fibrosis.

*BMAL1* is among the core clock genes that participate in the progression of multiple kidney diseases 22, 40, 41. However, reports on how *BMAL1* regulates renal IRI-induced fibrosis are lacking. Our study demonstrated that restoring renal IRI-induced *BMAL1* depletion inhibited macrophage infiltration and ECM protein deposition in the kidney. These findings are in line with our earlier research showing that *BMAL1* inhibits ureteral obstruction-induced inflammatory cell infiltration and renal fibrosis 22. However, previous studies have focused only on the correlation between *BMAL1* expression and macrophage infiltration, and the possible underlying mechanisms have not been fully elucidated. MMT is a newly identified myofibroblast source that results from abnormal *TGFβ/smad3* pathway activation and has been shown to be directly involved in renal fibrosis. For the first time, our research showed that increased *BMAL1* expression in tubular epithelial cells can prevent renal fibrosis by inhibiting exosome-mediated MMT.

Exosomes are bilayer vesicles that range in diameter from 30 to 150 nm. Their contents are abundant in proteins and nucleic acids, including circular RNAs, lncRNAs, and miRNAs 7-10. Numerous studies have shown that exosome-mediated cellular communication plays a significant role in multifactorial renal fibrosis 14, 42, 43. Our study confirmed that the inhibitory effect of *BMAL1* on MMT was also mediated through exosomes. Multiple experiments revealed that H/R-induced TCMK-1-derived exosomes can be taken up directly by macrophages, promoting MMT and inducing collagen matrix production. However, after *BMAL1* was overexpressed in renal tubular epithelial cells, this phenomenon was significantly reversed. We also found that the *TGFβ1* mRNA level in exosomes was significantly increased, which appears to be the “trigger point” for inducing MMT (Figure 9). As expected, the silencing of *TGFβ1* mRNA in exosomes also inhibited MMT. These findings are similar to those of Borges FT *et al*., who reported that *TGFβ1* mRNA from tubular epithelial-derived exosomes can activate fibroblasts and induce renal fibrosis 31. This might also explain why *Rab27a*^-/-^ mice exhibit lower MMT and fibrosis after UIRI surgery. Unexpectedly, our study revealed that overexpression of *BMAL1* did not affect exosome secretion or exosomal *TGFβ1* mRNA levels. However, prior research has demonstrated that *BMAL1* can promote exosome release by human colorectal cancer 44. We suspect that this difference may be caused by different *BMAL1* functions in different organs and models. These findings suggested that *BMAL1* seems to inhibit MMT by altering exosome contents such as those of *miR-27a-3p,* which could affect the *TGFBR1/smad3* pathway, thus influencing fibrosis rather than directly decreasing exosomal *TGFβ1* mRNA levels.

Previous studies have shown that *BMAL1*, as a transcriptional activator, can promote the transcription of downstream genes, including miRNAs 45. Our study found that *BMAL1* expression was significantly downregulated after H/R stimulation, and this change was accompanied by the downregulation of *miR-27a-3p* expression in both TCMK-1- and TCMK-1-derived exosomes. Using ChIP and qPCR, we verified that *BMAL1* could bind to the *miR-27a-3p* promoter region to increase the transcription of *miR-27a-3p*. Furthermore, there was an inverse relationship between exosomal *miR-27a-3p* levels and exosome-mediated MMT. By upregulating exosomal *miR-27a-3p* expression, *BMAL1* reverses this process. These results reveal that the decrease in exosomal *miR-27a-3p* regulated by *BMAL1* and the increase in exosomal* TGFβ1* mRNA jointly promote MMT during H/R (Figure 9). Similar to our results, JI *et al*. reported that delivery of the *miRNA-23a/27a/26a* cluster by exosomes from satellite cells reduces renal tubulointerstitial fibrosis in mice with diabetic nephropathy 46.

Abnormal activation of the *TGFβ/smad3* pathway is believed to be a central factor in MMT. In brief, when *TGFβ* signaling is activated, the *TGFβ* receptors *TGFBR2* and *TGFBR1* are phosphorylated and activated sequentially. Subsequently, phosphorylated *TGFBR1* recruits and phosphorylates *smad3* to promote MMT. We predicted the target genes of *miR-27a-3p* through four databases. GO enrichment analysis revealed that the functions of these genes were enriched in “positive regulation of SMAD protein import into the nucleus” and “positive regulation of pathway-restricted SMAD protein phosphorylation”. In addition, luciferase reporter assays and PCR confirmed that *miR-27a-3p* can bind to the 3' UTR of *TGFBR1* to inhibit *TGFBR1* expression, directly leading to disruption of the *TGFβ* signaling pathway. In addition, MMT expression was significantly inhibited when *TGFBR1* expression was suppressed in BMDMs by si-*TGFBR1*, further confirming that the *TGFBR1/smad3* pathway is the main downstream pathway through which exosomal *miR-27a-3p* regulates MMT.

Notably, prior to our study, the exosomal protein *OPN* derived from tubular cells was shown to be essential for the activation of fibroblasts 43. In addition, Liu *et al*. reported that hepatic stellate cell activation and cholestatic liver fibrosis were enhanced by cholangiocyte-derived exosomal lncRNA H19 47. Our study did not investigate whether other components in exosomes are also involved in *BMAL1*-mediated regulation of MMT. However, this does not affect the importance of our study. Previous studies focused only on the correlation between *BMAL1* and renal fibrosis but did not thoroughly clarify how *BMAL1* inhibits renal fibrosis by affecting exosome-mediated renal tubular epithelial cell and macrophage communication. In addition, for the first time, our study identified the inhibitory effect of *BMAL1* on MMT.

In conclusion, IRI-induced long-term renal fibrosis is significantly influenced by *BMAL1* expression in renal tubular epithelial cells. *BMAL1* inhibits MMT via the *TGFBR1/smad3* pathway by influencing the delivery of exosomal *miR-27a-3p*. These results introduce a new mechanism to explain how *BMAL1* inhibits MMT through exosome-mediated cellular communication in a renal IRI model, providing a new direction for alleviating or delaying renal fibrosis progression.

## Conclusions

One common pathological alteration that occurs as AKI progresses to CKD is renal fibrosis. Accordingly, how to delay and alleviate fibrosis has been the focus of CKD-related research. Our study confirmed that exosomes from H/R-treated tubular epithelial cells further exacerbated MMT and renal fibrosis in an IRI model, whereas *BMAL1* overexpression or *Rab27a* knockout significantly attenuated IRI-induced MMT and fibrosis progression. Notably, tubular-specific overexpression of *BMAL1*, elevation of exosomal *miR-27a-3p* levels, or inhibition of exosome secretion via si-*Rab27a* significantly attenuated the progression of both MMT and fibrosis. Mechanistic investigations revealed that *BMAL1* directly binds to the *miR-27a-3p* promoter region and enhances its transcription. Exosomal *miR-27a-3p* subsequently targets *TGFBR1* mRNA in macrophages, thereby suppressing the *TGFBR1/smad3* signaling pathway and ultimately attenuating MMT and renal fibrosis. These results introduce a new mechanism to explain how *BMAL1* inhibits MMT through exosome-mediated cellular communication in a renal IRI model, providing a new direction for alleviating or delaying renal fibrosis progression.

## Supplementary Material

Supplementary figures and tables.

Supplementary data.

## Figures and Tables

**Figure 1:**
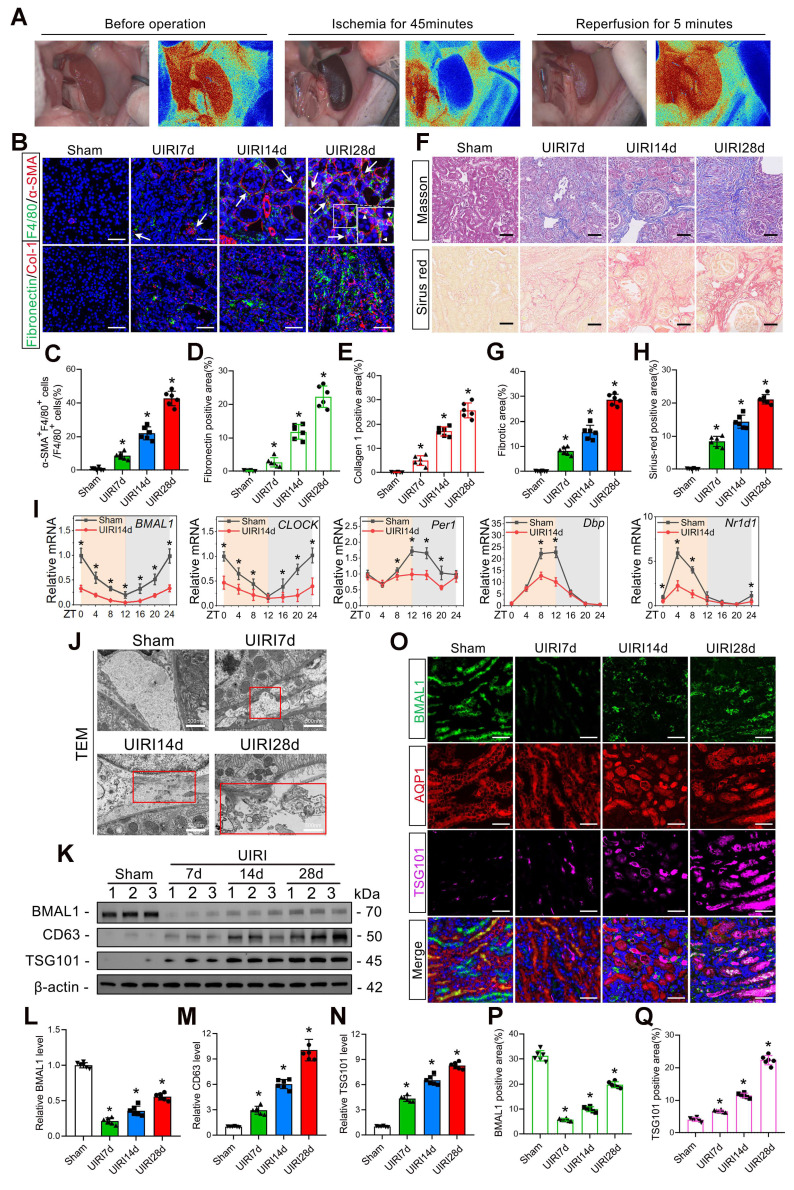
***BMAL1* is downregulated in IRI-induced renal fibrosis models, leading to increased exosome secretion and MMT. A:** A MOORFLPI-2 Laser Speckle Contrast Imager was used to detect renal blood flow during IRI. **B–E:** Representative immunofluorescence staining images **(B)** and quantitative analysis **(C–E)** showing the proportion of MMT cells (*F4/80* and *α-SMA* double-positive cells shown by arrows) and the deposition levels of fibronectin and collagen 1 in the kidney at 7 d, 14 d and 28 d after the UIRI operation. Scale bars = 50 μm. *p < 0.05 versus the sham group. **F–H:** Representative Masson's trichrome and Sirius red staining images **(F)** and quantitative analysis **(G, H)** showing the levels of collagen fiber deposition in the kidneys at 7, 14 and 28 days after the UIRI operation. Scale bars = 50 μm. *p < 0.05 versus the sham group.** I:** qPCR results showing the levels and circadian oscillations of 5 circadian rhythm genes (*BMAL1*, *CLOCK*, *PER1*, *DBP*, and *NR1D1*) in the sham group and UIRI14d group. *p < 0.05 versus the sham group. **J:** Representative TEM images showing extracellular vesicles (as shown in the red box) secreted by renal tubular epithelial cells at 7, 14 and 28 days after the UIRI operation. Scale bars = 500 nm. **K–N:** Representative western blot **(K)** and quantitative analysis **(L–N)** showing the expression levels of *BMAL1*, *CD63* and *TSG101* in the sham, UIRI7d, UIRI14d and UIRI28d groups. *p < 0.05 versus the sham group.** O–Q:** Representative immunofluorescence staining images **(O)** and quantitative analysis **(P, Q)** showing the localization and expression levels of *BMAL1* and *TSG101* in proximal renal tubular epithelial cells in the kidneys of the 4 groups. Scale bars = 50 μm. *p < 0.05 versus the sham group.

**Figure 2:**
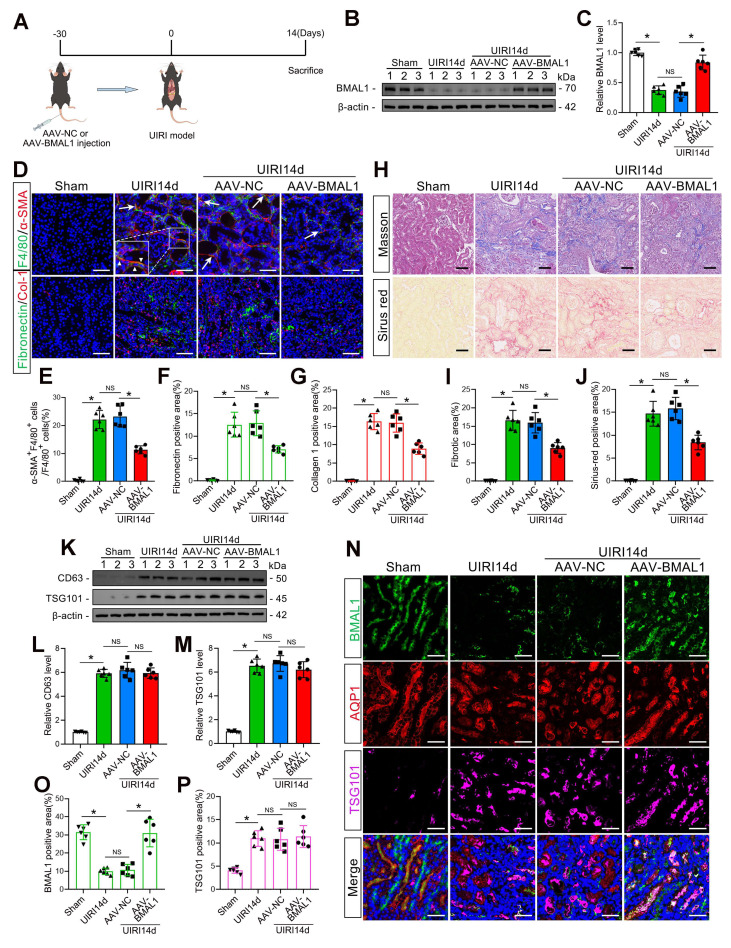
** Overexpression of *BMAL1* decreased renal IRI-induced MMT and renal fibrosis but did not affect the amount of exosomes. A:** Diagram of adenovirus injection and UIRI modeling. **B, C:** Representative western blot** (B)** and quantitative analysis** (C)** showing that adenovirus injection successfully promoted *BMAL1* expression in the kidney. *P < 0.05. NS, not significant. **D–G:** Representative immunofluorescence staining images **(D)** and quantitative analysis **(E–G)** showing that AAV-*BMAL1* treatment inhibited IRI-induced MMT (as shown by the arrows) and fibronectin and collagen 1 deposition. Scale bars = 50 μm. *P < 0.05. NS, not significant. **H–J:** Representative Masson's trichrome and Sirius red staining images **(H)** and quantitative analysis **(I, J)** showing that AAV-*BMAL1* treatment inhibited IRI-induced collagen fiber deposition. Scale bars = 50 μm. *P < 0.05. NS, not significant. **K‒M:** Representative western blot** (K)** and quantitative analysis **(L, M)** showing the levels of *CD63* and *TSG101* in mouse kidneys after AAV-*BMAL1* injection. *P < 0.05. NS, not significant. **N–P:** Representative immunofluorescence staining images **(N)** and quantitative analysis **(O, P)** showing the localization and expression levels of *BMAL1* and *TSG101* in proximal renal tubular epithelial cells after AAV-*BMAL1* injection. Scale bars = 50 μm. *P < 0.05. NS, not significant.

**Figure 3:**
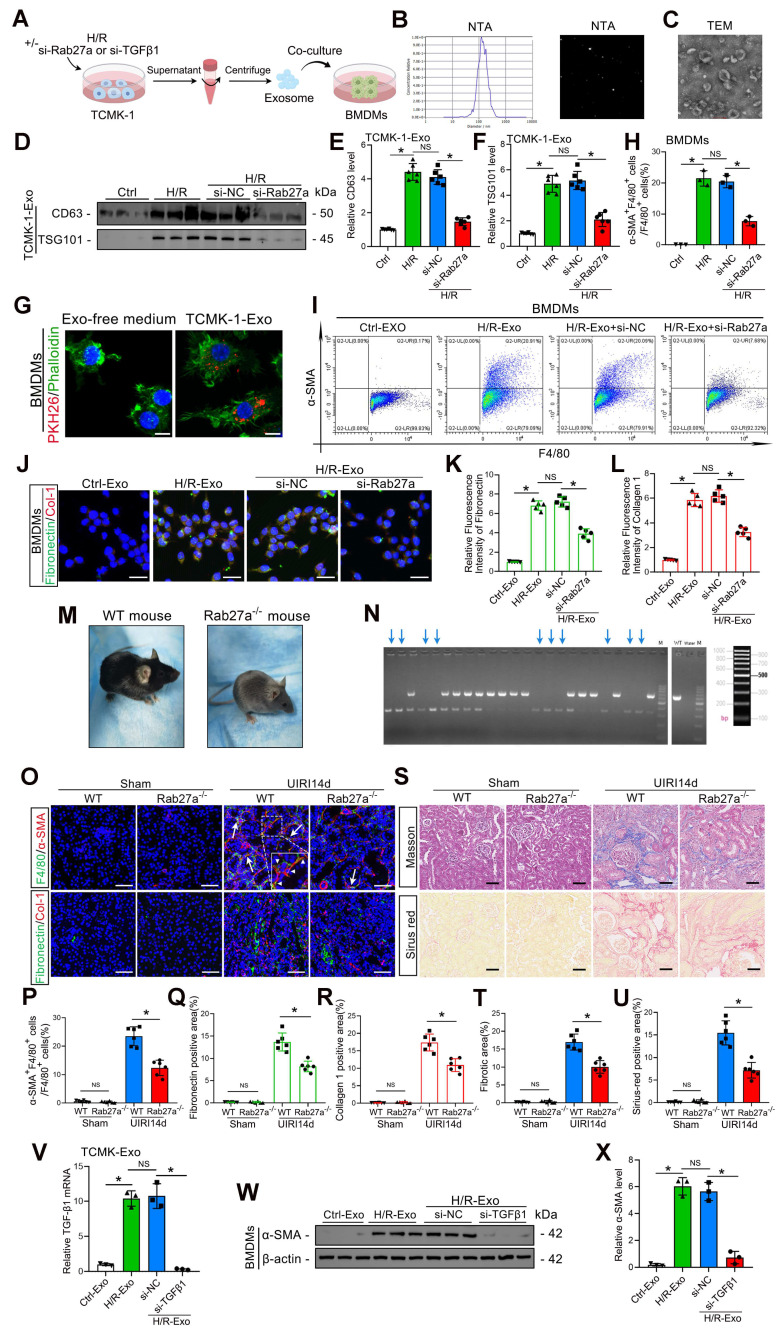
** Inhibition of exosome release can reduce MMT, ECM protein deposition and renal fibrosis. A:** Schematic diagram of the cell experiments. First, TCMK-1 cells were transfected with control siRNA (si-*NC*) or *Rab27a* siRNA (si-*Rab27a*), after which the cells were treated with or without H/R. Then, the exosomes (both Ctrl-Exos and H/R-Exos) were extracted and coincubated with the BMDMs. **B, C:** NTA and TEM images of exosomes from TCMK-1 cells. Scale bars = 100 nm.** D–F:** Representative western blot **(D)** and quantitative analysis **(E, F)** showing the levels of *CD63* and *TSG101* in exosomes derived from TCMK-1 cells after different treatments. *P < 0.05. NS, not significant. **G:** Representative immunofluorescence image of TCMK-1 cell-derived exosomes taken up by BMDMs (green for phalloidin and red for exosomes). Scale bars = 10 μm. **H, I:** Quantitative analysis **(H)** and representative flow cytometry results **(I)** showing *α-SMA* and *F4/80* double-labeled BMDMs. **J–L:** Representative immunofluorescence staining images **(J)** and quantitative analysis **(K, L)** showing fibronectin and collagen 1 expression in BMDMs stimulated with different groups of TCMK-1-derived exosomes. Scale bars = 20 μm. **M:** *WT* mouse and *Rab27a*^-/-^ mouse.** N:** *Rab27a* knockout was confirmed by PCR (target allele: 651 bp; internal control product size: 335 bp). **O-R:** Representative immunofluorescence staining images **(O)** and quantitative analysis **(P–R)** showing the MMT cells (arrows) and deposition levels of fibronectin and collagen 1 in *WT* mice and *Rab27a*^-/-^ mice 14 days after UIRI. Scale bars = 50 μm. *P < 0.05. **S–U:** Representative Masson's trichrome and Sirius red staining images **(S)** and quantitative analysis **(T, U)** showing collagen fiber deposition in *WT* mice and *Rab27a*^-/-^ mice 14 days after UIRI. Scale bars = 50 μm. *P < 0.05. **V:** qPCR results demonstrating the *TGFβ1* mRNA levels in TCMK-1-derived exosomes. **W, X:** Representative western blot **(W)** and quantitative analysis **(X)** results showing *α-SMA* expression in BMDMs. *P < 0.05. NS, not significant.

**Figure 4:**
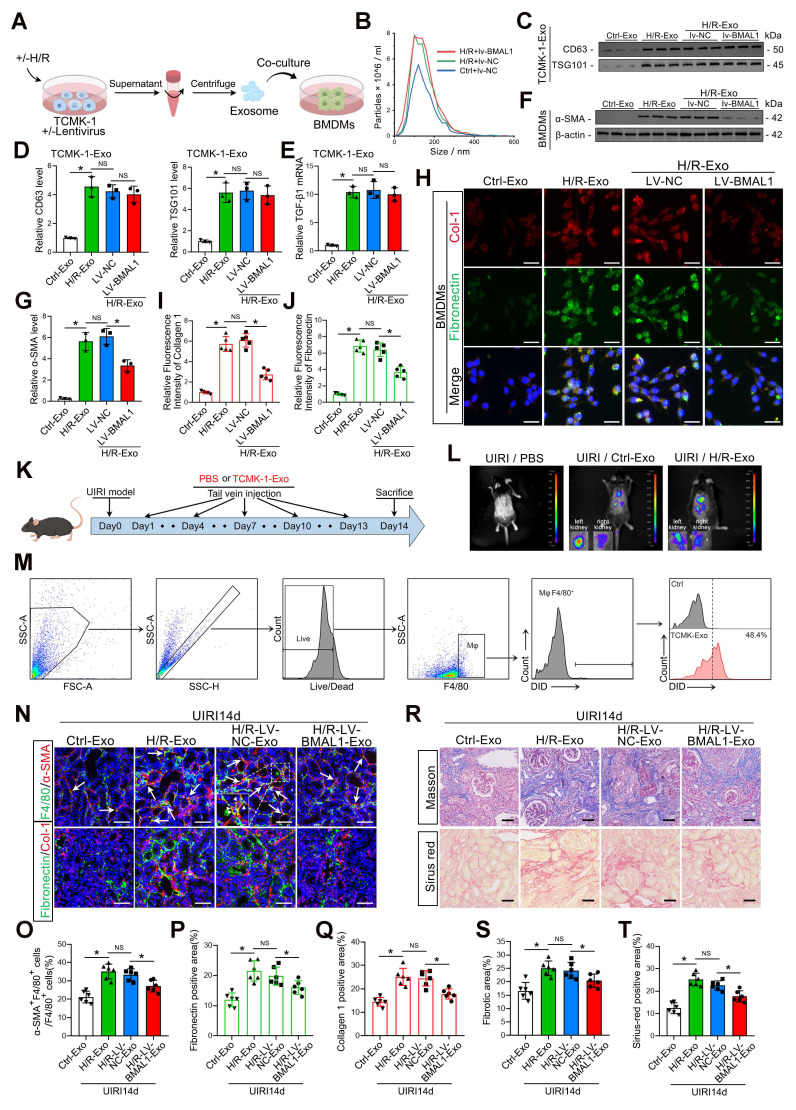
***BMAL1* overexpression mitigated tubular epithelial-derived exosome-induced MMT and renal fibrosis. A:** Schematic diagram of the cell experiments. Lentivirus-*NC* (LV-*NC*) or lentivirus-*BMAL1* (LV-*BMAL1*) was first transfected into TCMK-1 cells, which were subsequently subjected to H/R treatment, after which the exosomes were collected and coincubated with BMDMs.** B:** NTA image of exosomes derived from different groups of TCMK-1 cells. **C, D:** Representative western blot banding **(C)** and quantitative analysis** (D)** of the levels of *CD63* and *TSG101* in the exosomes. *P < 0.05. NS, not significant. **E:** qPCR results showing *TGFβ1* mRNA levels in TCMK-1-derived exosomes after the indicated treatments. *P < 0.05. NS, not significant. **F, G:** Representative western blot **(F)** and quantitative analysis **(G)** showing *α-SMA* expression in BMDMs stimulated with different groups of TCMK-1-derived exosomes. * P < 0.05. NS, not significant.** H–J:** Representative immunofluorescence staining images **(H)** and quantitative analysis** (I, J)** showing collagen 1 and fibronectin expression in BMDMs stimulated with different groups of TCMK-1-derived exosomes. Scale bars = 20 μm. *P < 0.05. NS, not significant. **K:** Exosomes derived from TCMK-1 cells transfected with or without lentivirus (LV-*NC* or LV-*BMAL1*) were collected under H/R conditions and injected into mice through the tail vein at 1 d, 4 d, 7 d, 10 d, and 13 d after UIRI. **L:** Exosomes were first labeled with DIR, after which *in vivo* imaging was used to observe exosome uptake by the kidneys after UIRI. **M:** Exosomes were first labeled with DID, after which flow cytometry was used to observe exosome uptake by macrophages (*F4/80* positive).** N–Q:** Representative immunofluorescence staining images** (N)** and quantitative analysis **(O–Q)** showing the proportion of MMT cells (as shown by the arrows) and the deposition levels of fibronectin and collagen 1 in the kidney after UIRI operation and exosome injection. Scale bars = 50 μm. *p < 0.05. NS, not significant.** R–T:** Representative Masson's trichrome and Sirius red staining images **(R)** and quantitative analysis** (S, T)** showing the levels of collagen fiber deposition in the kidneys after UIRI surgery and exosome injection. Scale bars = 50 μm. *p < 0.05.

**Figure 5:**
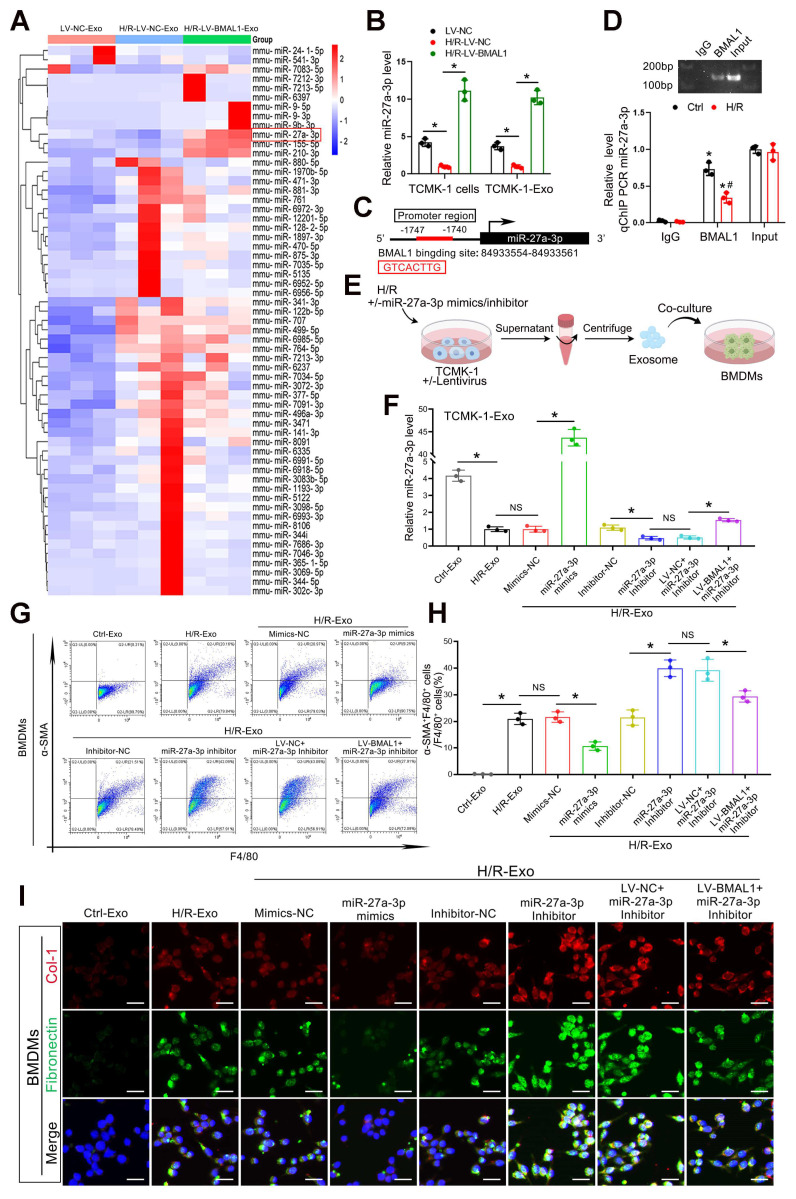
***BMAL1* inhibited MMT by upregulating the level of *miR-27a-3p* in exosomes secreted by TCMK-1 cells. A:** Heatmap of exosomal miRNA sequencing data. Briefly, the cells were divided into LV-*NC*, H/R-LV-*NC*, and H/R-LV-*BMAL1* groups according to the lentivirus used and whether they were subjected to H/R. The exosomes from the three groups were collected for miRNA sequencing. **B:** qPCR results demonstrating the levels of *miR-27a-3p* in TCMK-1 cells and exosomes in the LV-*NC*, H/R-LV-*NC*, and H/R-LV-*BMAL1* groups. *P < 0.05. **C:** JASPAR database showing *BMAL1* binding sites in the *miR-27a-3p* DNA promoter. **D:** Chromatin immunoprecipitation (ChIP) and quantitative ChIP assays were used to determine the recruitment of *BMAL1* to the promoter region of *miR-27a-3p* DNA. All values were initially expressed relative to the immunoglobulin G (IgG) DNA content. *P < 0.05 versus IgG. #P < 0.05. **E:** TCMK-1 cells were first transfected with or without lentivirus (LV-*NC* or LV-*BMAL1*), followed by transfection with mimics-*NC*, *miR-27a-3p* mimics, inhibitor-*NC* or *miR-27a-3p* inhibitor, and finally treated with or without H/R. Exosomes from each group were collected and incubated with BMDMs. **F:** The levels of *miR-27a-3p* in TCMK-1 cell-derived exosomes were measured by qPCR. *P < 0.05. NS, not significant. **G, H:** Representative flow cytometry results **(G)** and quantitative analysis** (H)** showing *α-SMA* and *F4/80* double-labeled BMDMs. *P < 0.05. NS, not significant. **I:** Representative immunofluorescence staining images showing collagen 1 and fibronectin expression in BMDMs stimulated with different groups of TCMK-1-derived exosomes. Scale bars = 20 μm.

**Figure 6:**
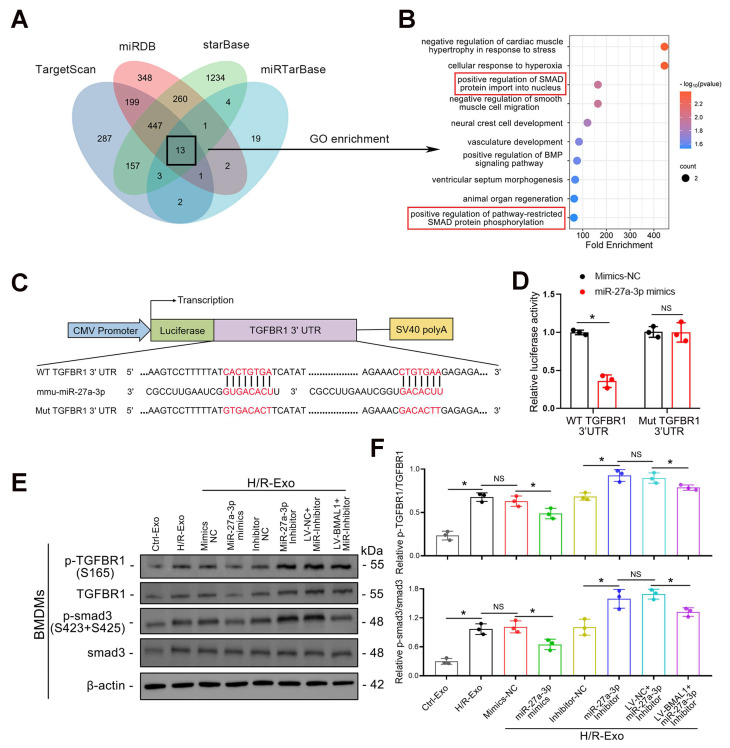
***TGFBR1* is a direct target of exosomal *miR-27a-3p*. A:** Venn diagram showing the intersection of potential target genes of *miR-27a-3p* predicted by four databases: TargetScan, miRDB, starBase and miRTarBase. **B:** The top 10 results of the GO enrichment analysis of the 13 intersecting target genes. **C:** Schematic diagram showing the structure of the luciferase reporter plasmid and the predicted binding sites of the *WT TGFBR1* 3' UTR and mmu-*miR-27a-3p*. **D:** Luciferase activity of cells cotransfected with mimics-*NC* or *miR-27a-3p* mimics and *TGFBR1*-*WT* or *TGFBR1*-*Mut* luciferase reporter plasmids. *P < 0.05. NS, not significant. **E:** Representative western blot showing the levels of *P-TGFBR1*, *TGFBR1*, *P-smad3* and *smad3* in BMDMs stimulated with different groups of TCMK-1-derived exosomes.** F:** Quantitative analysis of *P-TGFBR1/TGFBR1* and *P-smad3/smad3* levels in BMDMs stimulated with different groups of TCMK-1-derived exosomes. *P < 0.05. NS, not significant.

**Figure 7:**
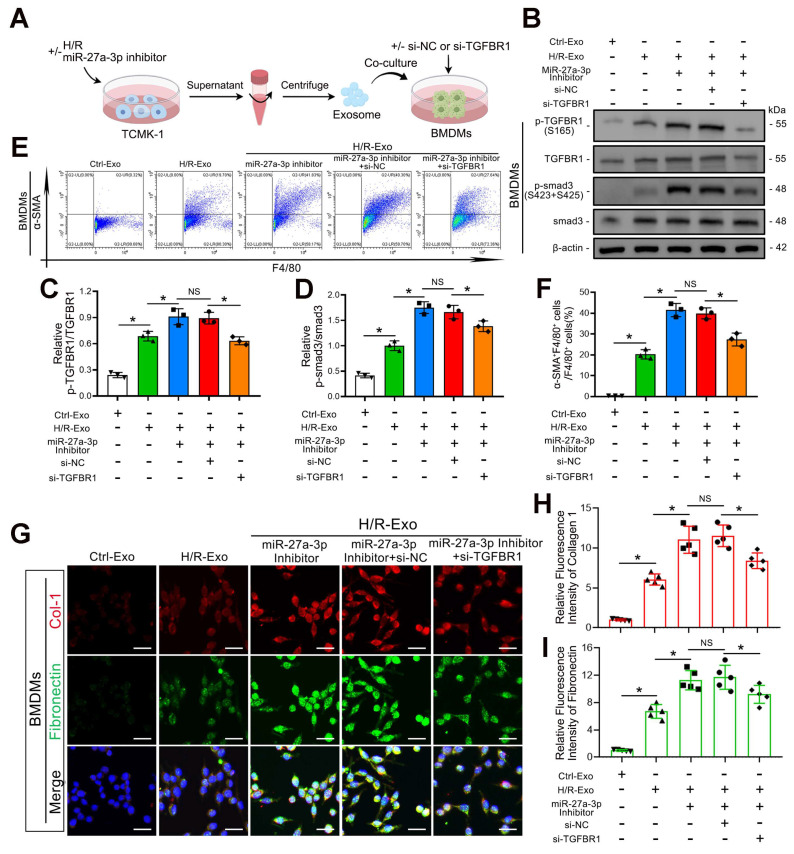
** Renal tubular epithelial cell-derived exosomal *miR-27a-3p* regulated MMT through the *TGFBR1/smad3* pathway *in vitro* during H/R. A:** Schematic diagram of the cell experiments. Briefly, TCMK-1 cells were transfected with or without the *miR-27a-3p* inhibitor and then some groups were subjected to H/R. Moreover, BMDMs were transfected with or without siRNA (si-*NC* or si-*TGFBR1*). Finally, the exosomes derived from TCMK-1 cells were collected and incubated with BMDMs. **B:** Representative western blot showing the expression of *P-TGFBR1*, *TGFBR1*, *P-smad3* and *smad3* in BMDMs after different treatments. **C, D:** Quantitative analysis of *P-TGFBR1/TGFBR1* and *P-smad3/smad3* levels in BMDMs after different treatments. *P < 0.05. NS, not significant. **E, F:** Representative flow cytometry results **(E)** and quantitative analysis **(F)** showing *α-SMA* and *F4/80* double-labeled BMDMs. *P < 0.05. NS, not significant. **G–I:** Representative immunofluorescence staining images **(G)** and quantitative analysis **(H, I)** showing collagen 1 and fibronectin expression in BMDMs after different treatments. Scale bars = 20 μm. *P < 0.05. NS, not significant.

**Figure 8:**
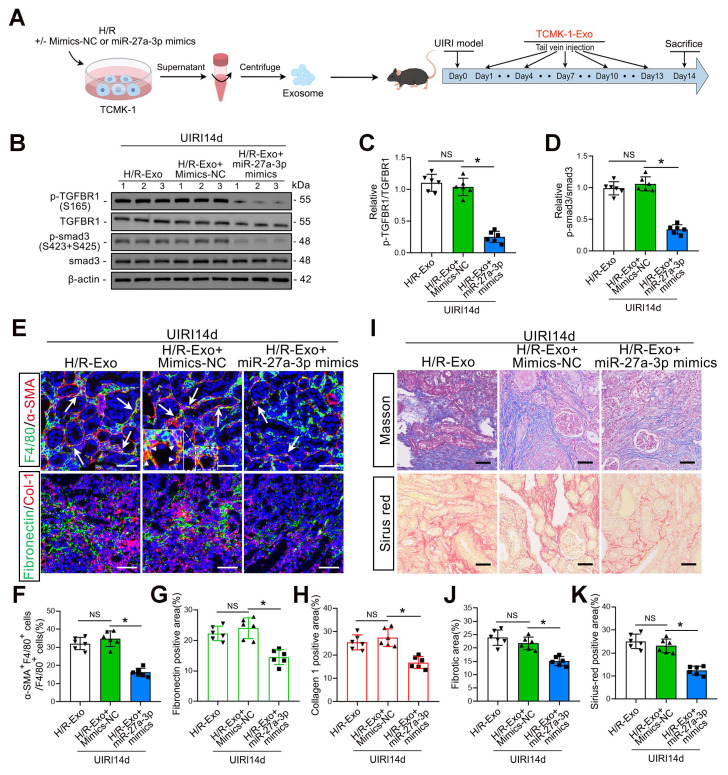
** An increase in renal tubular epithelial cell-derived exosomal *miR-27a-3p* inhibited IRI-induced MMT, ECM protein deposition and renal fibrosis. A:** Schematic diagram of the animal experiments. Briefly, TCMK-1 cells were transfected with mimics-*NC* or *miR-27a-3p* mimics or not, followed by H/R treatment. Exosomes derived from TCMK-1 cells were collected and injected into the tail vein of mice after the UIRI operation. **B:** Representative western blot showing the expression of *P-TGFBR1*, *TGFBR1*, *P-smad3* and *smad3* in the kidneys of different groups. **C, D:** Quantitative analysis of the *P-TGFBR1/TGFBR1* and *P-smad3/smad3* ratios in the kidneys of the different groups. *P < 0.05. NS, not significant. **E–H:** Representative immunofluorescence staining images **(E)** and quantitative analysis **(F–H)** showing the proportion of MMT cells (as shown by the arrows) and the deposition levels of fibronectin and collagen 1 in the kidneys after the UIRI operation and exosome injection. Scale bars = 50 μm. *p < 0.05. NS, not significant. **I–K:** Representative Masson's trichrome and Sirius red staining images** (I)** and quantitative analysis **(J, K)** showing the levels of collagen fiber deposition in the kidneys after UIRI surgery and exosome injection. Scale bars = 50 μm. *p < 0.05. NS, not significant.

**Figure 9:**
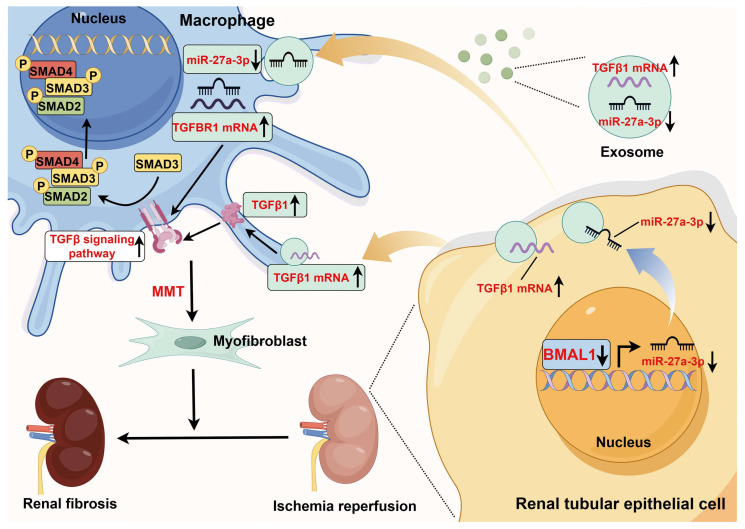
** Schematic diagram of the mechanism of action of *BMAL1* during IRI**. During IRI, the *BMAL1* level in renal tubular epithelial cells is significantly downregulated. Subsequently, by affecting transcription, *BMAL1* directly reduces the level of *miR-27a-3p* in exosomes. Under IRI conditions, the increase in *TGFβ1* mRNA expression and decrease in *miR-27a-3p* expression in exosomes synergistically promote the abnormal activation of the *TGFBR1/smad3* signaling pathway in macrophages, which leads to MMT and renal fibrosis (the figure was created by using Figdraw).

## Data Availability

The exosomal miRNA sequencing data that support the conclusions of this study are publicly accessible in the repository [GEO: GSE261069] at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE261069]. The remaining data are available within the article and supplementary information.

## Abbreviations

IRI: ischemia‒reperfusion injury
MMT: macrophage-to-myofibroblast transition
AKI: acute kidney injury
H/R: hypoxia–reoxygenation
CKD: chronic kidney disease
miRNAs: microRNAs
lncRNAs: long noncoding RNAs
*BMAL1*: brain and muscle ARNT-like 1
UIRI: unilateral ischemia‒reperfusion injury
Clo-Lip: clodronate liposomes
BMDMs: bone marrow-derived macrophages
NTA: nanoparticle tracking analysis
M-CSF: macrophage colony-stimulating factor
TEM: transmission electron microscopy
ChIP: chromatin immunoprecipitation
qRT–PCR: quantitative real-time PCR
ECM: extracellular matrix
WT: wild type

# Supplementary material for: BMAL1 regulates tubular epithelial-derived exosomal miR-27a-3p to inhibit macrophage–myofibroblast transition and alleviate ischemia/reperfusion-induced renal fibrosis
**Source:** Theranostics. 2026 May 18;16(12):6988–7006. doi: 10.7150/thno.127538
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

Table S1. Details of the antibodies.

Antibodies	Company	Catalog number	Dilutions for WB
<i>BMAL1</i>	Cell Signaling Technology	#14020	1:1000
<i>CD63</i>	Santa Cruz Biotechnology	sc-5275	1:1000
<i>TSG101</i>	Santa Cruz Biotechnology	sc-7964	1:1000
α -SMA	Proteintech	14395-1-AP	1:3000
<i>Fibronectin</i>	Proteintech	15613-1-AP	1:4000
<i>Phospho-TGFBR1</i>	Absin	abs139909	1:2000
<i>TGFBR1</i>	Santa Cruz Biotechnology	sc-101574	1:1000
<i>Phospho-Smad3</i>	Abcam	Ab52903	1:2000
<i>Smad3</i>	Abcam	Ab40854	1:4000
β -actin	Proteintech	66009-1-Ig	1:20000

Table S2. Primer sequence.

Gene product	Nucleotide sequence (5'→ 3')
<i>BMAL1</i> - forward	GGACTTCGCCTCTACCTGTT
<i>BMAL1</i> - reverse	GCTGTCGCCCTCTGATCTAC
<i>CLOCK</i> - forward	TGGTGACTGCCTATCCTACCTTCG
<i>CLOCK</i> - reverse	TGCTGCTGCTGCTGCTGTTG
<i>Per1</i> - forward	CCTGGGCTCTGGGTCTGGTTC
<i>Per1</i> - reverse	TTGCTTGATGGCTGCTCTGACTG
<i>Dbp</i> - forward	GCTGCTTGACATCTAGGGACACAC
<i>Dbp</i> - reverse	GGAATGCTTGACAGGGCGAGATC
<i>Nr1d1</i> - forward	CTTCCTCCTACCCGCCTACCTG
<i>Nr1d1</i> - reverse	TGTTGCCTTGCCGTAGACTGTTG
<i>TGFβ1</i> - forward	ACCGCAACAACGCCATCTATGAG
<i>TGFβ1</i> - reverse	GGCACTGCTTCCCGAATGTCTG
<i>Actin</i> - forward	GTGACGTTGACATCCGTAAAGA
<i>Actin</i> - reverse	GCCGGACTCATCGTACTCC
RT Primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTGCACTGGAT<br>ACGACGCGGAA

<i>miR-27a-3p</i> - forward	AATCGGCGTTCACAGTGGCTAA
<i>miR-27a-3p</i> - reverse	ATCCAGTGCAGGGTCCGAGG
<i>U6</i> - forward	CTCGCTTCGGCAGCACA
<i>U6</i> - reverse	AACGCTTCACGAATTTGCGT

Table S3. Details of the antibodies.

Antibodies	Company	Catalog number	Dilutions for WB
<i>BMAL1</i>	Abcam	ab228594	1:200
<i>CD63</i>	Santa Cruz Biotechnology	sc-5275	1:50
<i>TSG101</i>	Santa Cruz Biotechnology	sc-7964	1:50
<i>α-SMA</i>	Cell Signaling Technology	#19245	1:400
<i>Fibronectin</i>	Proteintech	15613-1-AP	1:200
<i>collagen 1</i>	Proteintech	14695-1-AP	1:200
<i>AQP1</i>	Abcam	ab168387	1:50
<i>AQP2</i>	Abcam	ab199975	1:100
<i>F4/80</i>	Abcam	ab6640	1:40
<i>Vimentin</i>	Cell Signaling Technology	#5741	1:300
<i>CD31</i>	Cell Signaling Technology	#15585	1:300
<i>WT1</i>	Abcam	ab89901	1:100
<i>Ly6g</i>	Cell Signaling Technology	#87048	1:200

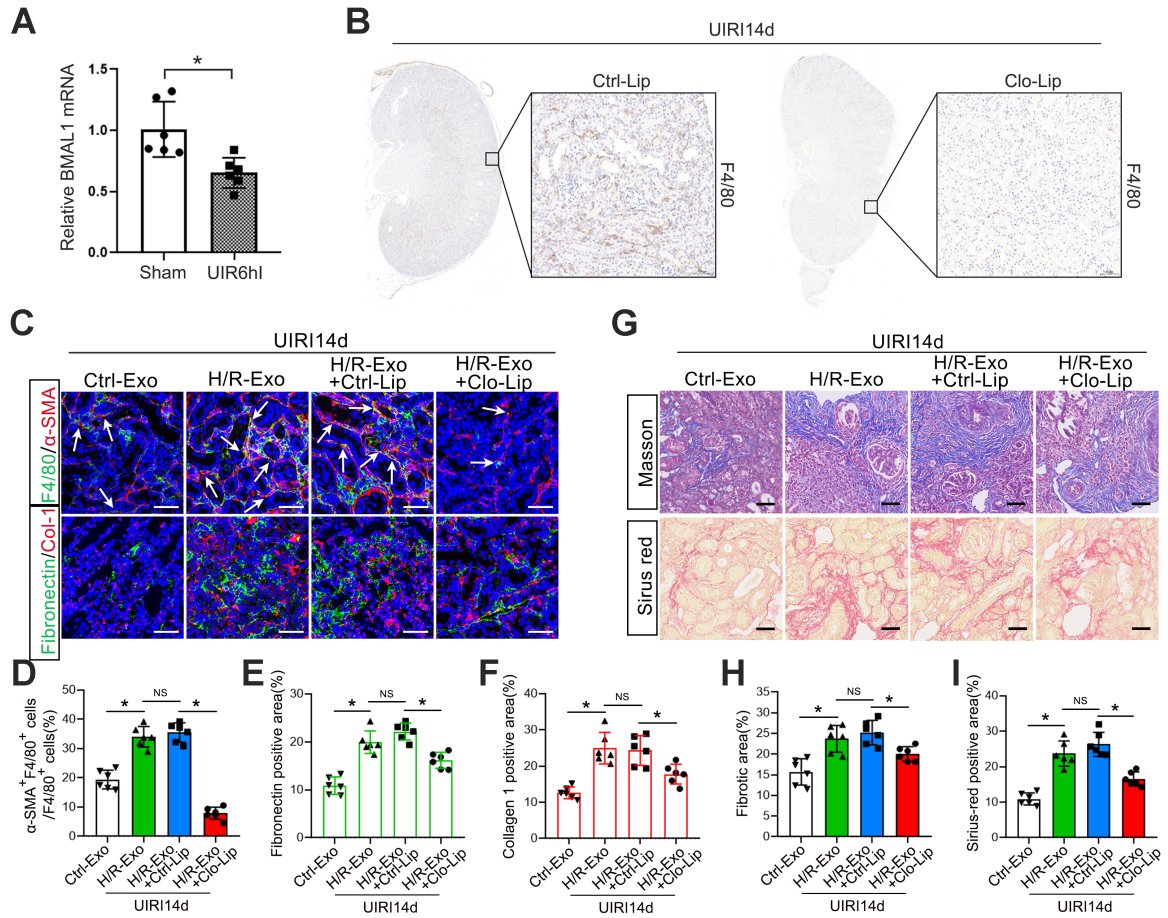

Figure S1. Macrophage depletion mitigated renal fibrosis induced by IRI. **A:** qPCR results showed the levels of *BMAL1* in Sham and UIR6hI group. **B:** Representative Immunohistochemical staining of *F4/80* showed the levels of macrophage infiltration in the kidneys with Ctrl-Lip or Clo-Lip treatment. Scale bars = 50 μ m. **C-F:** Representative immunofluorescence staining images (**C**) and quantitative analysis (**D-F**) showed the proportion of MMT cells (as shown by the arrows) and the deposition levels of fibronectin and collagen 1 in the kidneys of UIRI14d group after exosome injection and with Ctrl-Lip or Clo-Lip treatment. Scale bars = 50 μ m. * p < 0.05. NS, not significant. **G-I:** Representative Masson's trichrome and Sirius red staining images (**G**) and quantitative analysis (**H, I**) showed the levels of collagen fibre deposition in the kidneys of UIRI14d group after exosome injection and with Ctrl-Lip or Clo-Lip treatment. Scale bars = 50 μ m. * p < 0.05. NS, not significant.

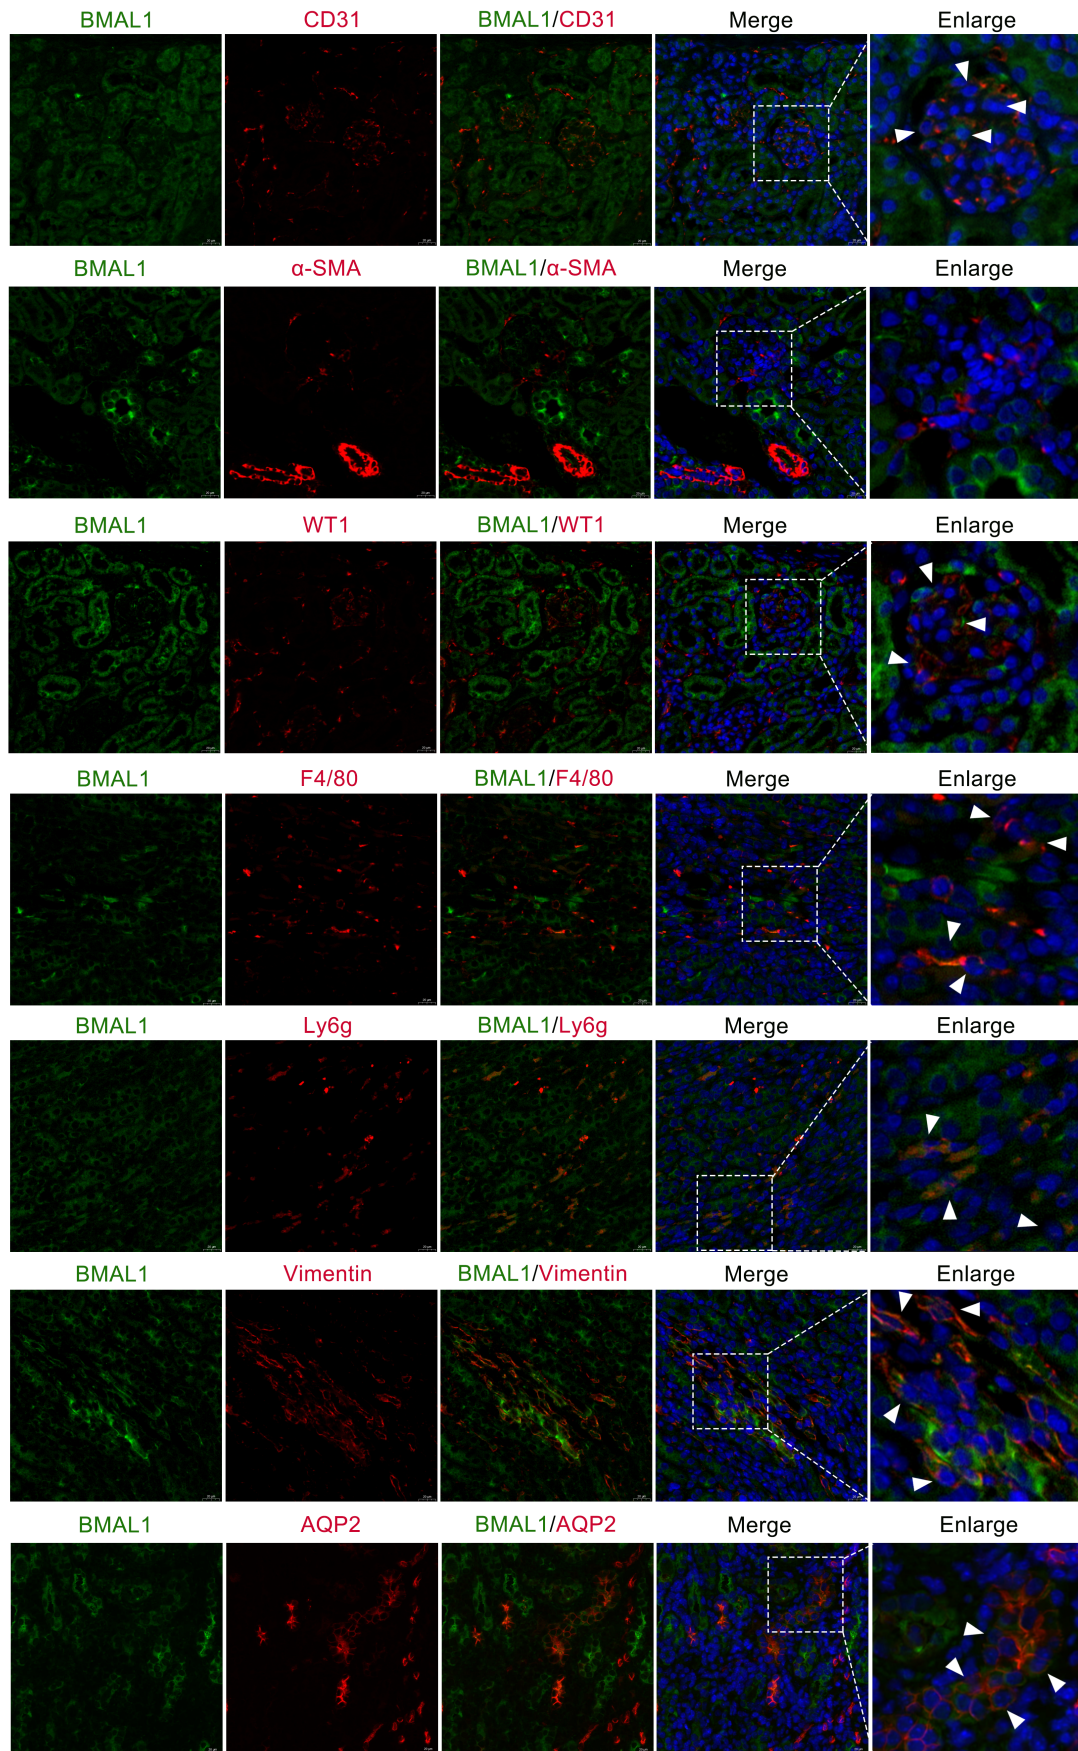

Figure S2. Expression of *BMAL1* in multiple cell types within the kidney. A:

Representative immunofluorescence staining shows the expression of *BMAL1* in glomerular endothelial cells (*CD31*-positive), glomerular mesangial cells (α -*SMA*-positive), glomerular podocytes (*WT1*-positive), macrophages (*F4/80*-positive), neutrophils (*Ly6g*-positive), fibroblasts (*Vimentin*-positive), and collecting duct cells (*AQP2*-positive). White arrows indicate co-localized cells. Scale bars = 20 μ m.

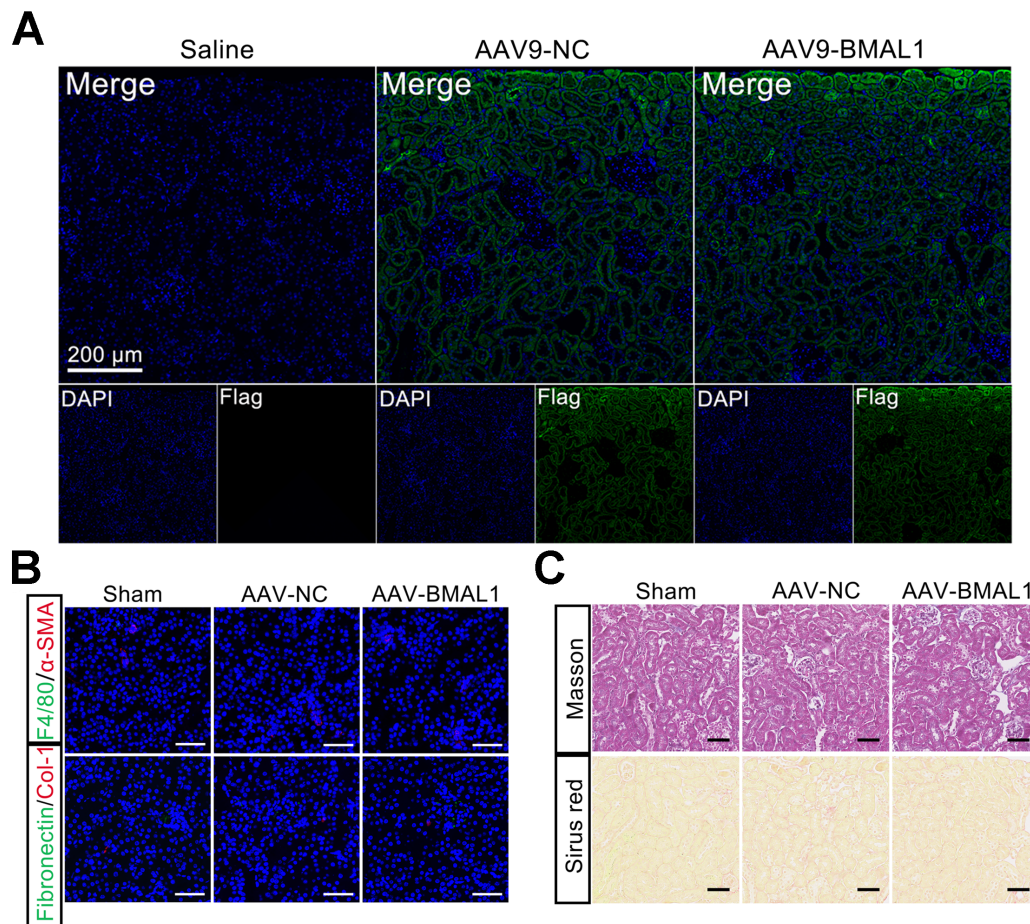

Figure S3. Adenovirus infection alone did not cause MMT or renal fibrosis. **A:** The success of AAV9 transduction was determined by fluorescence detection. Scale bars = 200 μ m. **B-C:** Representative images of immunofluorescence (**B**), Masson's trichrome and Sirius red staining (**C**) showed the MMT cells and collagen fibre deposition in the kidneys of healthy wild-type C57BL/6 mice after adenovirus infection alone. Scale bars = 50 μ m.

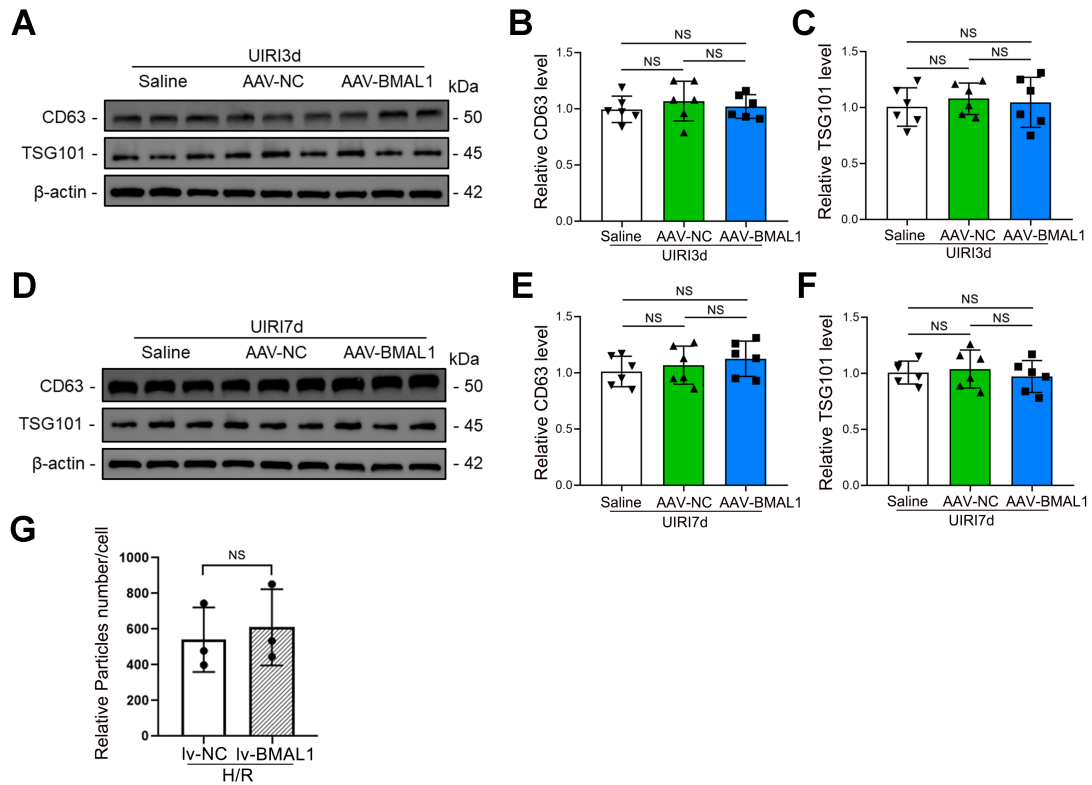

Figure S4. Upregulation of *BMAL1* did not affect the release of exosomes. A-F: Representative western blot banding (A, D) and quantitative analysis (B, C, E, F) showed the expression levels of *CD63* and *TSG101* in mouse kidneys after AAV-*BMAL1* injection. G: The estimated extracellular vesicle secretion quantity of renal tubular epithelial cells. NS, not significant.

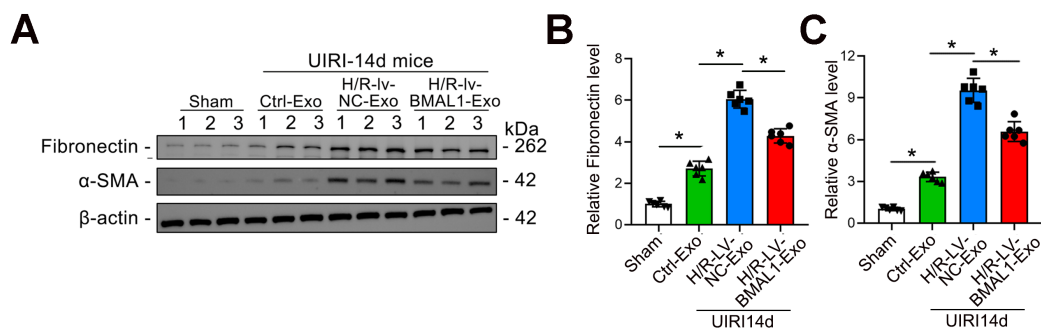

Figure S5. *BMAL1* overexpression mitigated tubular epithelial-derived exosome-mediated MMT and renal fibrosis. A-C: Representative western blot banding (A) and quantitative analysis (B, C) showed the expression levels of fibronectin and α -SMA in mouse kidneys after exosome injection. * $P < 0.05$.

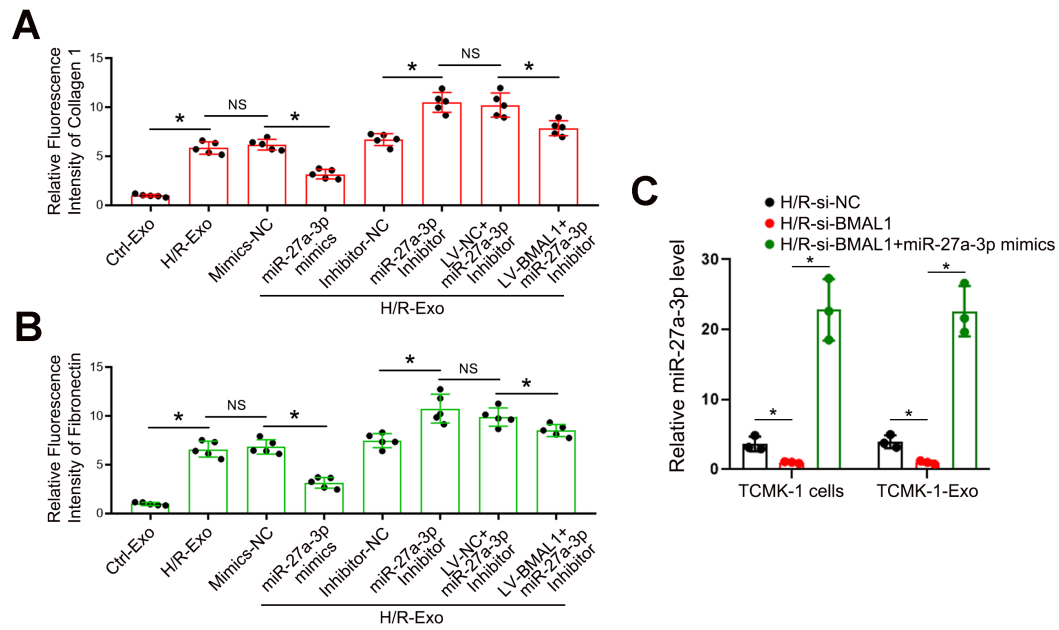

Figure S6. The exosomal *miR-27a-3p* level can directly affect the expression levels of fibronectin and collagen 1 in BMDMs. A, B: Quantitative immunofluorescence staining analysis of collagen 1 (A) and fibronectin (B) expression in BMDMs stimulated with different groups of TCMK-1-derived exosomes. **C:** qPCR results demonstrated the levels of *miR-27a-3p* in TCMK-1 cells and exosomes in the H/R-si-NC, H/R-si-BMAL1, and H/R-si-BMAL1+ *miR-27a-3p* mimics groups. *P < 0.05. NS, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

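Exosomal small RNA of TCMK-1 cells was sequenced in 3 groups of 3 libraries, LV-NC, H/R-LV-NC and H/R-LV-BMAL1. The submitters' labels give a multiplicity of infection of 100 for the lentiviruses. The 9 libraries were assigned to groups from the labels, which match the groups of the paper's methods. All of the count columns could be assigned, and 0 were left unused.

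The authors deposited a UMI count for each of 1978 mature miRNAs in each library, together with CPM. Read counts were taken from the paper's supplementary data. The deposited CPM equal each UMI count scaled to the total UMIs of the same library, with no further normalization by the authors. The submitters' processing notes name cutadapt 2.7, Bowtie 1.3.0 and edgeR, with no version for edgeR and no role for any of them. How the authors assigned reads that match several miRNAs is not given in the sources used here. There were 1.60 to 3.62 reads for each UMI, so PCR copies were frequent and the UMI counts were used in the main comparisons. No 2 libraries of a group agreed within sampling noise, with a chi-square per degree of freedom of 17.2 to 199, so no library was taken as a copy of another. That test says nothing of separate cultures, and n is the number of libraries.

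The UMI counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. miRNAs were kept by edgeR's filterByExpr with the groups given, which left 1682 and removed 296. The libraries were scaled by TMM, and 1 quasi-likelihood fit with a mean for each group took all 9 libraries, with a common dispersion of 0.17 and 5.28 prior degrees of freedom. The 3 comparisons were H/R-LV-NC against LV-NC, H/R-LV-BMAL1 against H/R-LV-NC (called the BMAL1 comparison) and H/R-LV-BMAL1 against LV-NC. A miRNA was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Called in opposite directions means called in both of the first 2 comparisons with opposite signs. miR-27a-3p was also compared by an exact permutation test over the 20 arrangements of 6 libraries. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

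The comparison steps were tested on simulated counts with 200 miRNAs changed by known amounts, at the depths of these libraries. With a log2 change of 2, the test found 55.8% of 95 changed miRNAs in the comparison of H/R-LV-NC with LV-NC and 65.3% of 98 in the BMAL1 comparison. With a log2 change of 1, it found 8.33% of 96 and 5.32% of 94. There were 0 false calls in the first and 4 in the second, over 1598 and 1578 miRNAs. Changes of 2-fold are therefore mostly missed with 3 libraries in each group.

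The choices that follow were made before the data were examined, except where stated. Part of the paper's supplementary read counts and Fig. 5A had been seen before the miRNA lists were written. The text names miR-27a-3p. It names the 10 called miRNAs with the largest absolute log2 fold change whose groups do not overlap and whose mean is at least 50 UMIs, or, with fewer than 10 called, the 10 with the smallest p under the same conditions. It also names the 10 called miRNAs with the smallest p, the called members of the lists, the 5 most abundant miRNAs, and the labels of Fig. 5A as a tally. Other names were chosen after their values were seen and are marked as such. The 17 miRNA lists were the miR-23a/27a/24-2 and miR-23b/27b/24-1 clusters, hypoxia-responsive, pro-fibrotic and anti-fibrotic miRNAs, the miR-200 family, kidney tubule miRNAs, the let-7 and miR-17~92 families, circadian-linked miRNAs, miRNAs of blood cells and macrophages, of endothelial and mesenchymal cells, of liver and muscle and of neurons, the Dlk1-Dio3 cluster, the X-linked testis (Fx-mir) cluster and the Sfmbt2 repeat-derived cluster. The lists overlap: 13 of the 16 anti-fibrotic, 9 of the 19 hypoxia-responsive, 8 of the 12 pro-fibrotic and 6 of the 11 circadian-linked miRNAs are also in another list. miR-27a-3p, which the study selected from these libraries, is in the miR-23a/27a/24-2, hypoxia-responsive and anti-fibrotic lists. Some lists hold miRNAs of the same mature sequence as separate members, such as miR-486a-5p and miR-486b-5p among those of blood cells and macrophages. Lists were tested by limma's camera with a preset correlation of 0.01 and with an estimated one, with a prior count of 2 and Benjamini-Hochberg adjustment over the lists of a comparison.

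The alternatives tried were DESeq2 1.42.0, limma-voom, edgeR's robust fit and exact test, scaling by RLE, total UMIs and upper quartiles, no filter, a mean of at least 50 UMIs, only the 2 groups compared, a replicate block, read counts in place of UMIs, relaxed thresholds, and leaving out each library in turn. Positions come from the deposited table and gene annotation from GENCODE M21 (GRCm38), whose genome sequence was not used here. Among 1904 mature sequences compared, 62 pairs of equal length differ by at most 1 base. They hold 101 miRNAs, 5 of them among the 40 called in the BMAL1 comparison, whose counts are uncertain for that reason. These are miR-27b-3p, miR-29a-3p, miR-29c-3p, miR-30a-5p and miR-30e-5p. The RT-qPCR, chromatin immunoprecipitation and animal experiments of the paper were not analysed here.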

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

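The tests of TMM scaling and of a background of low counts were chosen only after the result was seen. The readings of the depth test, the shared-library simulation, the 2 high libraries and the paralog were also settled afterwards, for the reasons given with each.

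Of the 40 miRNAs called in H/R-LV-BMAL1 exosomes against H/R-LV-NC exosomes, 38 are not labelled in Fig. 5A. One of them is miR-26a-5p, and the Discussion mentions miR-26a from another study. Those with the smallest p were miR-218-5p (log2 fold change 2.04), miR-195a-3p (1.77) and miR-146b-5p (2.02), and with total UMIs they had 1.17, 0.89 and 1.19, where miR-195a-3p no longer passed (adjusted p = 0.0667 from edgeR). For H/R-LV-BMAL1 against LV-NC the paper gives no count of changed miRNAs, though its Fig. 5A shows both groups. That comparison gave 4 calls with edgeR's quasi-likelihood test. miR-210-3p rose by 2.69 (adjusted p = 0.00339), from 378 ± 53.5 to 2443 ± 367 CPM scaled by TMM (SD, n = 3). miR-7021-5p rose by 2.48 (adjusted p = 0.0113) and miR-6945-5p by 2.05 (adjusted p = 0.0386), while miR-3072-5p had a log2 fold change of -1.75 (adjusted p = 0.0386). The other arm of its hairpin, miR-3072-3p, named after its value was seen, had 0.32 (adjusted p = 0.746 from edgeR). With total UMIs miR-6945-5p did not pass (adjusted p = 0.0659 from edgeR). RLE scaling lost miR-3072-5p, upper quartiles and no filter lost miR-3072-5p and miR-6945-5p, and a fit of only these 2 groups kept miR-210-3p alone. Leaving out LV-NC 1 or LV-NC 2 gave 0 calls. The next smallest p among miRNAs with a mean of at least 50 UMIs and groups that do not overlap, none passing with edgeR, were those of miR-350-3p (log2 fold change 1.81, adjusted p = 0.0544), miR-195a-5p, miR-29a-3p, miR-34a-5p, miR-1950 and miR-218-5p (1.43 to 2.58, adjusted p = 0.0679 for each). In each of the 4 all 3 libraries of one group lay above all 3 of the other, as chance gives for 10% of miRNAs and as 25.6% of the 1682 tested showed.

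The first pattern is that abundant miRNAs were counted higher in H/R-LV-BMAL1 than in H/R-LV-NC exosomes, with 21 of the 36 risen miRNAs at 1000 CPM or above. No value excluded any of 3 technical explanations. Scaling by TMM could account for part of it, since the median log2 fold change of the 36 was 1.46 with TMM and 0.61 with total UMIs, between the limits set for and against it. A background of low counts that does not grow with depth could lift rare miRNAs in shallow libraries, and UMIs in miRNAs under 100 CPM were 1.86 times higher in H/R-LV-BMAL1 while total UMIs were 3.06 times higher, again between the limits. With every library thinned to 807158 UMIs the median was 1.45, but thinning keeps each miRNA's expected share, so depth as such cannot be told apart from the group, and an effect of BMAL1 on exosomal miRNA content stays among the open explanations.

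The 3 against 3 libraries allow only 10 splits, too few for a share under 0.05. The real split gave 40 calls in the BMAL1 comparison and the highest other split 0, so 1 split was as large. For H/R-LV-BMAL1 against LV-NC the real split gave 4 calls and the highest other 0, again 1 split as large. For H/R-LV-NC against LV-NC the real split and every other gave 0, so all 10 were as large.

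The second pattern is that 49 miRNAs moved in opposite directions after H/R and under BMAL1 at an unadjusted p under 0.05. Of 100 regroupings of the 9 libraries, the real one included, 34 gave as many, and the highest of the others gave 236, so chance is not excluded. So high a count points to a structure of the samples, which can be the 3 groups themselves, since the regroupings keep the differences between them. Chance through the shared H/R-LV-NC libraries could contribute: simulated series with no effect reached at most 29, but they also held only 53 to 96 miRNAs past that p in the BMAL1 comparison, where the data held 468, so their maximum is no bound. High values in H/R-LV-NC 2 or 3 could also contribute, since the number was 33 without the first and 42 without the second but 97 without H/R-LV-NC 1, yet leaving out libraries of the other groups gave 30 to 62, so this does not single those libraries out. These explanations and a reversal by BMAL1 cannot be told apart here.

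The third pattern is that miR-27a-3p was counted far below miR-27b-3p, with 8 to 89 UMIs in a library against 1865 to 14502. In a test for reads of miR-27a-3p counted as its paralog miR-27b-3p, the other arm of the hairpin, miR-27a-5p, was at or above miR-27a-3p in 9 of 9 libraries. This decides nothing, since low counts of miR-27a-3p beside its cluster partners, miR-27a-5p among them, had prompted the test, and a preference for the 5p arm predicts the same. The 2 sequences differ by C19U (counted from 1 at the 5′ end). miR-23a-3p and miR-23b-3p differ at the same position (U19A), and there the member of the miR-27a cluster was counted higher, at a mean of 4746 against 1375 CPM. The true levels are unknown and the bases differ, so this does not show how reads were assigned. Shared reads and a preference for the 5p arm in these exosomes both stay open. Reads of miR-27b-3p counted as miR-27a-3p were not tested for.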

How the results depend on the processing

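The counts at relaxed thresholds were planned, while the filter at 100 CPM, the exact test without a filter, total UMIs at relaxed thresholds and leaving out libraries at an unadjusted p were chosen after seeing the data. For H/R-LV-NC against LV-NC the 0 calls became 2 with DESeq2, 1 with total UMIs and 1 with a filter at 100 CPM, and 121, 81 and 99 at an unadjusted p under 0.05, at that p with an absolute log2 fold change of at least 1, and at both with the exact test. In that order of thresholds the BMAL1 comparison gave 468, 331 and 3.2e+02 (159 higher and 163 lower) in place of 40, H/R-LV-BMAL1 against LV-NC gave 393, 271 and 257 in place of 4, the miRNAs in both comparisons were 52, 30 and 36, and those in opposite directions 49, 29 and 29. At an adjusted p under 0.1 the latter comparisons gave 224 and 88. For the BMAL1 comparison DESeq2 gave 240, the robust fit 63, the exact test 11, total UMIs 519, a mean of at least 50 UMIs 72 and the filter at 100 CPM 65 higher and 62 lower (1.3e+02 in all), while RLE, upper quartiles, no filter and the fit of 2 groups gave 0. DESeq2, limma-voom and the robust fit called all 40 again, a mean of at least 50 UMIs 37, read counts 34, total UMIs 33, the filter at 100 CPM 30 and the exact test 5. For H/R-LV-BMAL1 against LV-NC the corresponding values were 97 higher and 48 lower with DESeq2 (1.5e+02 in all), 37 with the exact test, 105 with total UMIs, 2 with upper quartiles, 2 without a filter, 10 with a mean of at least 50 UMIs, 1 with 2 groups and 115 with the filter at 100 CPM. miRNAs in both comparisons numbered 1 with DESeq2, 1 with total UMIs and 1 with the filter at 100 CPM. Without a filter the exact test gave 51 in both and 45 in opposite directions, or 44 and 38 with the fold limit, and total UMIs with both limits gave 112 and 110. Leaving out 1 library gave 0 to 1 calls after H/R, 0 to 139 in the BMAL1 comparison, 0 to 66 for H/R-LV-BMAL1 against LV-NC, and at an unadjusted p 33 to 98 in both (37, 44 and 37 without LV-NC 1, 2 and 3, then 98, 36 and 44 without H/R-LV-NC 1, 2 and 3, and 67, 33 and 34 without H/R-LV-BMAL1 1, 2 and 3) and 30 to 97 in opposite directions (in that order 34, 36, 34, 97, 33, 42, 62, 31 and 30). Fits without a library leave the group with 2. The cause of these changes was not tested, apart from the more or fewer miRNAs that relaxed thresholds and filters admit by construction.

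The log2 fold change of miR-27a-3p kept its sign throughout in these 2 comparisons. After H/R it was past the threshold only at the relaxed settings (-1.33, -1.33 and -1.32), and under BMAL1 at those (1.42, 1.42 and 1.4), at an adjusted p under 0.1 (1.42), with DESeq2 (1.47) and without H/R-LV-BMAL1 1 (1.68). Leaving out 1 library gave -1.66 to -1.02 and 1.08 to 1.75. It was not tested with a mean of at least 50 UMIs, which it does not reach. The correlation of log2 fold changes across miRNAs was -0.284 and became -0.239 with a mean of at least 50 UMIs, -0.362 with read counts and -0.431 to -0.232 without 1 library. The lists called after H/R, in the BMAL1 comparison and in H/R-LV-BMAL1 against LV-NC numbered 4, 11 and 10, and 0, 0 and 0 with an estimated correlation. Leaving out 1 library gave 0 to 8, 10 to 12 and 7 to 10. miR-125b-5p, the most abundant miRNA, had log2 fold changes of 0.55 under BMAL1 and 0.17 for H/R-LV-BMAL1 against LV-NC with TMM, and -0.34 (adjusted p = 0.0368) and -0.43 (adjusted p = 0.0444) with edgeR scaled to total UMIs. For single named miRNAs, 1033 values kept direction and side of the threshold, 398 were no longer past it and 105 were newly past it. Another 10 changed sign with neither fit past the threshold, and 2 changed sign with the main fit or the alternative past it.

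Whether the replicate numbers pair the samples is not stated. Same-numbered libraries had correlations of their deviations of -0.156 to 0.132, others -0.195 to 0.206, and 3 of 9 libraries correlated best with their own number. With so few libraries in each group these values cannot decide whether the numbers mark pairs. With the number as a replicate block the BMAL1 comparison gave 0 calls in place of 40, H/R-LV-NC against LV-NC gave 0 and H/R-LV-BMAL1 against LV-NC gave 3. Thinned to 807158 UMIs in every library, the BMAL1 comparison gave 1 higher and 0 lower miRNAs. The median log2 fold change of the 36 miRNAs was then 1.45, against 1.46 at full depth. A single thinning cannot credit the loss of calls to depth, since RLE scaling or leaving out LV-NC 1 also gave 0 calls at full depth.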

Differences from the paper's values

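The thresholds set for the alternatives named here were chosen before the data were examined, unless stated otherwise. The paper's reported number of miRNAs that differed after H/R and were regulated by BMAL1 is 59, and edgeR's quasi-likelihood test gave 0 in both comparisons at an adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 121 after H/R, 468 under BMAL1 and 52 in both. The paper's statistics section sets a p under 0.05 for its experiments, and it names no adjustment and no test for the sequencing. Of the 25 settings chosen beforehand, that one alone gave a value within 1.5 times the paper's, and the other 24 gave 0 to 36. The 52 include 34 of the 59 labels of Fig. 5A and drop 25. edgeR's exact test with 2 groups and no filter at an unadjusted p under 0.05, chosen after seeing the values, gave 51, all of them labels of Fig. 5A, and drops 8 of the 59. With an absolute log2 fold change of at least 1 as well, also chosen after seeing the values, it gave 44, all of them labels, and drops 15. Leaving out 1 library at an unadjusted p under 0.05, chosen after seeing the values, gave 33 to 98 in both comparisons, with 44 without LV-NC 2 (drops 29), 44 without H/R-LV-NC 3 (drops 40) and 67 without H/R-LV-BMAL1 1 (drops 27) within 1.5 times the paper's value.

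The paper's reported number of miRNAs reversed by BMAL1 is 50, and edgeR's quasi-likelihood test gave 0 at an adjusted p under 0.05. An unadjusted p under 0.05 gave 49, the only setting chosen beforehand to come within 1.5 times the paper's value, and the other 24 gave 0 to 29. Of the settings chosen after seeing the values, the exact test without a filter gave 45, or 38 with the fold limit, dropping 8 and 15 of the 59 labels. Leaving out 1 library at that p gave 30 to 97, of which 34 without LV-NC 1, 36 without LV-NC 2, 34 without LV-NC 3, 42 without H/R-LV-NC 3 and 62 without H/R-LV-BMAL1 1 lie within that range. Those fits drop 37, 29, 38, 40 and 27 of the labels.

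For miR-27a-3p in exosomes, the paper's RT-qPCR ratio of H/R-LV-BMAL1 to H/R-LV-NC is about 10 in Fig. 5B, read by eye, and the ratio from sequencing was 2.67. The assays differ. All 20 settings chosen beforehand that gave a value differ from it by more than 1.5 times, at 1.47 to 3.36. For LV-NC over H/R-LV-NC the paper's ratio is about 3.7 in Fig. 5B, read by eye, and the sequencing gave 2.51, within 1.5 times, as did 15 of the 20 settings (2.48 to 3.16), while the other 5 gave 2.03 to 2.43. Fig. 5B also places miR-27a-3p higher in H/R-LV-BMAL1 than in LV-NC exosomes, and the sequencing gave a log2 fold change of 0.09 for that pair (adjusted p = 0.923 from edgeR). The heat map of Fig. 5A shows miR-27a-3p in each H/R-LV-BMAL1 library above each LV-NC library. The UMI counts have that order, with 53 to 89 against 24 to 33, while the CPM scaled to total UMIs were 20.2 ± 3.80 against 28.4 ± 6.67 (SD, n = 3). The paper counts miR-27a-3p as changed after H/R and under BMAL1, and here it was past the threshold in both comparisons only at an unadjusted p under 0.05, with or without the fold limit, and with the exact test at that p. At that p it was not past the threshold in both without H/R-LV-NC 2, nor with total UMIs and the fold limit, while it was without each of the other libraries. Under BMAL1 alone DESeq2 also called it, as did edgeR without H/R-LV-BMAL1 1 or at an adjusted p under 0.1. miR-210-3p, a label of Fig. 5A, was higher in both comparisons.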

Other observations

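The choice of miRNAs found mainly in 1 library was made after the values were seen. H/R-LV-BMAL1 1 held several miRNAs at levels far above every other library. mmu-miR-8090 had 33208 UMIs there and at most 68 in any other library, mmu-miR-7062-3p had 12876 and at most 54, and mmu-miR-7213-5p had 1052 and at most 13. These 3 were all the tested miRNAs with at least 90% of their summed CPM, scaled by TMM, in 1 library, and 0 of them was called in any comparison by edgeR. The adjusted p under BMAL1 were 0.0711, 0.0703 and 0.111. miR-9-5p was highest in H/R-LV-BMAL1 3, with 10780 UMIs, and had 457 in H/R-LV-NC 3 and 473 and 631 in the other H/R-LV-BMAL1 libraries, against 7 to 16 in the rest.

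Among the other lists, the neuronal miRNAs were higher as a group under BMAL1, with a median log2 fold change of 2.06 and 1 of 9 called, miR-219a-5p (6 higher adjusted over the list alone, camera adjusted p = 0.00059, and adjusted p = 0.275 with an estimated correlation). Of the 10 listed, 3 are labels of Fig. 5A, chosen by the study on these libraries. These 3 were highest in H/R-LV-BMAL1 3. On the TMM scale it held 87.5% of the summed CPM of miR-9-5p, 84.0% of miR-9-3p and 74.7% of miR-9b-3p. In that order, their lowest counts in H/R-LV-BMAL1, whose libraries are deeper, were 473, 47 and 20 UMIs. Their highest counts were 11, 4 and 2 in LV-NC and 457, 50 and 22 in H/R-LV-NC. The X-linked testis (Fx-mir) cluster was lower as a group, with a median log2 fold change of -1.01 over 15 members and 0 called over all miRNAs or adjusted over the list alone (camera adjusted p = 0.000474, and adjusted p = 0.275 with an estimated correlation). The miR-200 family, of epithelial cells, had a median of -0.53 over 8 members and 0 called (0 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.193). Blood cell and macrophage miRNAs had 1 of 9 called, miR-155-5p (2 higher adjusted over the list alone, camera adjusted p = 0.478), and their median of -0.19 differs in sign from their mean of 0.14 and their test. Liver and muscle miRNAs (8 tested, median -0.18, camera adjusted p = 0.709), the Dlk1-Dio3 cluster (46 tested, median -0.35, camera adjusted p = 0.148) and the Sfmbt2 repeat-derived cluster (25 tested, median 0.14, camera adjusted p = 0.464) had 0 called with either adjustment. With total UMIs the medians of the neuronal list, the Fx-mir cluster, the miR-200 family, the blood cell and macrophage list, the liver and muscle list, the Dlk1-Dio3 cluster and the Sfmbt2 cluster were 1.05, -1.83, -1.40, -0.98, -1.02, -1.21 and -0.78.

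After H/R, no other list passed camera's test than the 4 given at the claims. Adjusted over the list alone, 1 hypoxia-responsive miRNA, miR-210-3p, and 1 of the liver and muscle list were higher. The median and the mean of the Dlk1-Dio3 cluster differ in sign, at -0.06 and 0.10. For H/R-LV-BMAL1 against LV-NC, 10 lists passed with the preset correlation and 0 with an estimated one, where the smallest adjusted p was 0.409. The hypoxia-responsive list again had the smallest camera adjusted p, 1.94e-08, with a median log2 fold change of 0.93 (0.38 with total UMIs), miR-210-3p called and 12 higher when adjusted over the list alone. In that comparison the blood cell and macrophage list, the miR-23b/27b/24-1 cluster and the Sfmbt2 cluster have a median, mean or test that differ in sign.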
